# Deficiency of endothelial FGFR1 alleviates hyperoxia-induced bronchopulmonary dysplasia in neonatal mice

**DOI:** 10.3389/fphar.2022.1039103

**Published:** 2022-11-18

**Authors:** Yanrong Long, Hongbin Chen, Junchao Deng, Junjie Ning, Pengbo Yang, Lina Qiao, Zhongwei Cao

**Keywords:** bronchopulmonary dysplasia (BPD), hyperoxia, endothelial cells (ECs), FGFR1, neonatal

## Abstract

Disrupted neonatal lung angiogenesis and alveologenesis often give rise to bronchopulmonary dysplasia (BPD), the most common chronic lung disease in children. Hyperoxia-induced pulmonary vascular and alveolar damage in premature infants is one of the most common and frequent factors contributing to BPD. The purpose of the present study was to explore the key molecules and the underlying mechanisms in hyperoxia-induced lung injury in neonatal mice and to provide a new strategy for the treatment of BPD. In this work, we reported that hyperoxia decreased the proportion of endothelial cells (ECs) in the lungs of neonatal mice. In hyperoxic lung ECs of neonatal mice, we detected upregulated fibroblast growth factor receptor 1 (FGFR1) expression, accompanied by upregulation of the classic downstream signaling pathway of activated FGFR1, including the ERK/MAPK signaling pathway and PI3K-Akt signaling pathway. Specific deletion of *Fgfr1* in the ECs of neonatal mice protected the lungs from hyperoxia-induced lung injury, with improved angiogenesis, alveologenesis and respiratory metrics. Intriguingly, the increased *Fgfr1* expression was mainly attributed to aerosol capillary endothelial (aCap) cells rather than general capillary endothelial (gCap) cells. Deletion of endothelial *Fgfr1* increased the expression of gCap cell markers but decreased the expression of aCap cell markers. Additionally, inhibition of FGFR1 by an FGFR1 inhibitor improved alveologenesis and respiratory metrics. In summary, this study suggests that in neonatal mice, hyperoxia increases the expression of endothelial FGFR1 in lung ECs and that deficiency of endothelial *Fgfr1* can ameliorate hyperoxia-induced BPD. These data suggest that FGFR1 may be a potential therapeutic target for BPD, which will provide a new strategy for the prevention and treatment of BPD.

## Introduction

In neonates, especially premature infants, the premature developing lungs are often susceptible to damage from many factors, such as hyperoxia, which often results in bronchopulmonary dysplasia (BPD). It is the most common chronic lung disease in preterm birth and is mainly characterized by simplified vascularization and alveolarization and even fibrosis in severe cases (Northway et al., 1967; Thébaud et al., 2019; Sahni and Mowes, 2022). As a consequence of BPD, residual pulmonary dysfunction and cardiovascular sequelae in adolescence and adulthood may occur (Islam et al., 2015; DeMauro, 2018; Tracy and Berkelhamer, 2019).

The development of the mammalian lung is broadly divided into two phases: prenatal phase and postnatal phase. During the prenatal phase, the core lung structure containing the branching conducting airways with their attendant vasculature develops, while the alveolarization and the maturation of pulmonary microvasculature are mainly completed at the postnatal phase (Warburton et al., 2005; Chang et al., 2013; Silva et al., 2015; Schittny, 2017). The two phases of lung development are intimately coordinated, and being disturbed at any phase may provoke lung disease (Chang et al., 2013). BPD is thought to be the result of an abnormal reparative response to both antenatal injury and repetitive postnatal injury to the developing lungs (Thébaud et al., 2019). Endothelial cells (ECs) play an important role in angiogenesis, which fundamentally contributes to lung development, homeostasis, and injury repair (Ding et al., 2011; Miller and Sewell-Loftin, 2021; Filippini et al., 2022; Zhou et al., 2022). There is complicated reciprocal signaling between ECs and epithelial cells, which regulates the formation of an extensive capillary network to support lung development (Ren et al., 2019).

General capillary endothelial cells (gCap cells) and aerosol capillary endothelial cells (aCap cells) are two subpopulations of ECs that make up the alveolar endothelium. gCap cells are specialized to regulate vasomotor tone and are considered as stem/progenitor cells in capillary homeostasis and repair, while aCap cells are specialized for gas exchange and trafficking of leukocytes (Gillich et al., 2020). Prior studies showed that adoptively transferred *c-kit* ^+^ ECs (gCap cells) increased lung angiogenesis and prevented alveolar simplification in neonatal mice exposed to hyperoxia (Ren et al., 2019). Furthermore, it was previously reported that after acute lung injury, *Car4*-high ECs (aCap cells) are preferentially localized in regenerating regions of the alveolus and contribute to alveolar revascularization (Niethamer et al., 2020). Although previous studies have reported that ECs and their subpopulations play an important role in impaired lung repair, the underlying mechanisms by which ECs and their subpopulations act in BPD are unclear.

Here, we detected the alterations in ECs and their subpopulations in hyperoxia-impaired neonatal lungs by scRNA-seq and RNA-seq. We found that endothelial fibroblast growth factor receptor 1 (FGFR1), a member of the fibroblast growth factor receptor (FGFR) family, may play an important role in hyperoxia-induced BPD. FGF/FGFR signaling was reported to be crucial for many physiological activities, such as embryonic development, organogenesis, and tissue maintenance (Dow and deVere White, 2000; Bates, 2011; Goetz and Mohammadi, 2013; Yu et al., 2017; Kurowski et al., 2019). Some scholars believe that FGF/FGFR signaling plays a proangiogenic role in physiological or pathological conditions (Yanagisawa-Miwa et al., 1992; Deng et al., 1994; Compagni et al., 2000; De Smet et al., 2014). In addition, it was previously found that FGFR1 is the key inhibitor of endothelial-to-mesenchymal transition (EndMT) and is important in combating EndMT-associated fibrotic disorders (Li et al., 2017). Nevertheless, scholars have reported that FGF/FGFR signaling is not essential for angiogenesis and injured vessel repair (Ortega et al., 1998; Zhou et al., 1998; Miller et al., 2000; Ong et al., 2000). Exaggerated FGF2/FGFR1 signaling caused by SUMOylation-defective mutation of FGFR1 suppressed VEGFA/VEGFR2 signaling and the angiogenic capabilities of ECs (Zhu et al., 2022). Additionally, it was previously reported that continuous activation of endothelial FGFR1 can promote the formation of profibrotic vascular niche, which would facilitate fibrosis in chronic liver injury (Ding et al., 2014). Moreover, there is another point of view that endothelial FGFR1 is necessary for pathological neovascularization after injury but not for physiological vascular development and vascular homeostasis (Oladipupo et al., 2014; House et al., 2016). These studies indicated that FGFR1 performs different and potentially important functions in different physiological situations. In this work, we found that hyperoxia increased the expression of endothelial FGFR1, which indicated that endothelial FGFR1 may be a key regulatory molecules in hyperoxia-induced BPD. However, the role of FGFR1 in hyperoxia-induced BPD have not been reported. Therefore, it is meaningful to throw light on this question.

To mimic lung injuries in patients with BPD, firstly, wild-type (WT) neonatal mice were exposed to hyperoxia (80% O_2_) to induce a BPD-like lung phenotype, which was suggested to be an ideal model to identify and study pivotal developmental steps of lung injury and repair (Nardiello et al., 2017; Surate Solaligue et al., 2017; Ito et al., 2022). Mice reared in room air were used as controls. Consistent with previous studies (Nardiello et al., 2017; Ito et al., 2022). We observed that hyperoxia exposure resulted in abnormal angiogenesis and disrupted alveologenesis, the prominent features of BPD, in neonatal mice. Next, single-cell RNA sequencing (scRNA-seq) was performed to investigate the cellular and molecular changes in hyperoxia-damaged lungs. The results of scRNA-seq analysis suggested that hyperoxia decreased the proportion of ECs in the lungs of neonatal mice. Then, we employed whole transcriptome sequencing (RNA-seq) to further explore and confirm the molecular changes in ECs during the occurrence and development of hyperoxia-based BPD. We found that hyperoxia increased the expression of endothelial FGFR1. Therefore, using the same hyperoxia procedure, we used a genetically modified mouse in which *Fgfr1* was conditionally deleted specifically in ECs (*Fgfr1* ^iΔEC^/^iΔEC^) to investigate the role of FGFR1 in hyperoxia-induced lung injury and repair.

## Materials and methods

### Mice and neonatal hyperoxia

The WT C57BL/6J mice were obtained from the Model Animal Research Center of Nanjing University. Floxed *Fgfr1* (*Fgfr1* ^fl/fl^) C57BL/6J mice were generously provided by Dr. Shahin Rafii. Mice expressing EC-specific *VE-Cadherin-(PAC)-Cre* ^ERT2^ were obtained from Taconic Biosciences. *Fgfr1* ^iΔEC/iΔEC^ mice were generated by crossing *Fgfr1* ^fl/fl^ mice with *VE-Cadherin-(PAC)-Cre* ^ERT2^ mice. From the day of birth (P0) to postnatal day (P)2, *Fgfr1* ^iΔEC/iΔEC^ mice were intraperitoneally treated with tamoxifen (50 µg/mouse/day) to induce endothelial-specific deletion of *Fgfr1*. The neonatal hyperoxia exposure was performed to develop the BPD mouse model according to previously described protocols (Silva et al., 2015; Nardiello et al., 2017; Cheon et al., 2018; Willis et al., 2018). At P0, neonatal mouse pups delivered on the same day were randomly divided into equal-sized litters around six pups nursed by each dam. Then, following randomization, mouse cages were either maintained in room air (21% O_2_) or in hyperoxia (80% O_2_) from P0 to P14. Lungs of mouse pups were harvested for testing at P14. The hyperoxic environment was maintained in sealed Plexiglas chambers, which contained sodium bicarbonate as an odor adsorbent and sodium hydroxide as an H_2_O adsorbent. The chamber contained a continuous oxygen monitoring system (ProOX-100HE, TOW-INT TECH) and was attached to a medical oxygen source. To avoid oxygen toxicity, nursing dams were rotated between normoxic and hyperoxic groups every 24 h. All mice were housed under SPF conditions (12/12 h light/dark cycle, 50%–70% relative humidity, temperature was maintained between 26°C and 28°C) and with access to *ad libitum* feeding. All mouse pups were euthanized at P14 to harvest lungs for testing.

### FGFR1 inhibitor (AZD4547) injection

The FGFR1 inhibitor (AZD4547) was generously provided by Dr. Tinghong Ye. For *in vivo* efficacy studies, neonatal mice were randomly divided into three groups: room air + vehicle, hyperoxia + vehicle or hyperoxia + inhibitor. From P0 to P5, neonatal mice were daily treated with vehicle or inhibitor (5 μg inhibitor dissolved in 20 μL vehicle: 5% DMSO + 40% PEG 400 + 55% saline) by intragastric injection through the abdominal wall according the dose used in a previously reported study (Gudernova et al., 2016). Each mouse was injected with 20 μL vehicle or 5 μg inhibitor/20 μL vehicle by using a 50-ml Hamilton microsyringe. The hyperoxia exposure and feeding management protocols were the same as those described above. All mouse pups were euthanized at P14 to harvest lungs for testing.

### Histology

At P14, the lungs were inflated with 20 ml 4% paraformaldehyde in PBS under constant pressure of 20 cm H_2_O and allowed to fix for 24 h. After being fixed with 4% paraformaldehyde, the tissues were dehydrated with an ethanol series, embedded in paraffin and sectioned. Hematoxylin and eosin (H&E) staining was performed for tissue morphology examination and mean linear intercept (MLI) and radial alveolar count (RAC) measurement. Analysis of sections was recorded with an Olympus BX51 microscope (Olympus America). The MLI and RAC were measured following a previously described protocol (Cooney and Thurlbeck, 1982; Ashour et al., 2006). For each animal, one lung sections was prepared on a slide, and 5 randomized microscopic fields in each section were selected for MLI or RAC measurement. The average value of the 5 microscopic fields was calculated to represent the results for individual mouse.

### Immunofluorescence

At P14, after the mice being sacrificed, the lungs were inflated with 20 ml PBS under constant pressure of 20 cm H_2_O from the left atrium. Then, lung tissues were embedded in Optimum Cutting Temperature (OCT) and made into cryosections. Briefly, at first, each lung was slowly filled with 50 μL OCT:PBS (1:1) mixture from the trachea. Secondly, the lungs were removed from the chest cavity and placed into tissue embedding cassettes with the maximum side down and carefully filled with OCT into the cassettes. Placed the filled cassettes containing embedded tissues onto the flat surface and quickly placed them into a -80°C refrigerator to freeze the embedded tissue. Next, cryosections were made from the frozen embedded tissue for immunofluorescence (IF) analysis. Six-millimeter-thick tissue cryosections were blocked (5% donkey serum/0.3% Triton X-100) and incubated in primary antibodies at 4°C overnight (anti-VE-cadherin antibody, R&D Systems, #AF1002). After incubation with primary antibodies, slides were washed three times with PBS, followed by incubation in fluorophore-conjugated secondary antibodies (Jackson ImmunoResearch), and nuclear staining was carried out with DAPI by using Prolong Gold Anti-fade Reagent (Invitrogen). Finally, fluorescent images were recorded on an AxioVert LSM980 confocal microscope (Zeiss) for analysis. ImageJ (version: 2.0.0-rc-69/1.52p) was used for fluorescent image analysis following a previously described protocol (Zhou et al., 2021). For each animal, one lung section was prepared on a slide and 5 randomized microscopic fields in each section were selected for fluorescence analysis. The average value of the 5 microscopic fields was calculated to represent the results for individual mouse.

### Respiratory metrics testing

The respiratory metrics were quantified by whole-body plethysmography (WBP, DSI Buxco) at P14. Mice were examined in a calibrated WBP chamber, and the manufacturer software was used to calculate respiratory measures. After the respiratory data stabilized, data were recorded for 5 min per mouse. The average was calculated to represent the results for individual mouse.

### Single-cell RNA sequencing

Single-cell suspension was prepared following a previously described protocol (Zepp et al., 2017). Briefly, lungs were perfused with PBS, minced with scissors and digested in an enzymatic mixture (dispase II: 200 μg/ml, collagenase I: 200 μg/ml, DNase I: 40 μg/ml) for 35 min at 37°C. Following enzymatic digestion, the samples were filtered, and red blood cells were lysed. Then, single cells were resuspended in MACS buffer (DPBS + 0.1% BSA + 2 mM EDTA). Ensure cell viability exceeded 80% as determined by AO/PI reagent staining. The following sequencing steps were performed by 10X Genomics. The scRNA-seq profiles of 17,320 cells from 16 normoxic and hyperoxic mouse lungs were generated with 150 G sequencing depth. Single-cell suspensions were loaded into 10x Chromium to capture 10,000 single cells according to the manufacturer’s instructions of the 10X Genomics Chromium Single-Cell 3′ Kit (V3). Using microfluidic techniques, gel beads with barcodes and primers were wrapped in oil droplets (GEMs) with individual cells. Then the gel beads were dissolved and the cells were lysed to release the mRNA. cDNA with barcode and UMI information for sequencing was generated by reverse transcription of the mRNA. The cDNA amplification and library construction steps were performed according to the standard protocol. Libraries were sequenced on an Illumina NovaSeq 6,000 sequencing system (paired-end multiplexing run, 150 bp). Sequencing results were converted to FASTQ format using Illumina bcl2fastq software (version 2.20). Cell Ranger pipelin (version 6.1.1) was used for sample demultiplexing, barcode processing and gene counting, and scRNA-seq data were aligned to the reference genome (Transcriptome: mm10–1.2.0). Seurat (Version 4.0) was used for dimensional reduction, clustering and analysis of scRNA-seq data. Each group contained eight mice mixed into one sample for scRNA-seq.

### iDISCO (ace) procedure

The iDISCO (ace) procedure was performed according to the previously described protocol (Liu et al., 2020). The VE-cadherin antibody conjugated with Alexa Fluor™ 647 (VE-cadherin antibody, Biolegend, #138002. Alexa Fluor™ 647 dye, Thermo Fisher, #A20006) was diluted 1:1000 for use. After immunolabeling with Alexa Fluor dye-conjugated VE-Cadherin antibody, the tissues were washed directly with PBS/0.1% Tween 20/heparin (10 μg/ml) at room temperature for 24 h following the protocol described. The lung tissues processed by the iDISCO (ace) procedure were imaged on an Andor Dragonfly 200 Confocal Imaging System, with a ×10 objective, a step size of 8μm, 250 ms exposure time. About 1200-μm-thick optical stack of signal were acquired for each lung tissue. Imaris (version 9.9) was used to reconstruct the image stacks obtained from the confocal imaging to perform whole-tissue 3D assessment of the vasculature. AngioTool (version 0.6a) was used for vessels percentage area and total number of junctions analysis (Zudaire et al., 2011).

### Vascular leakage experiment

After being euthanasiaed, the mice were treated with FITC-dextran (Sigma, #R9379-250 MG, 50 mg/ml, 25 μL/mouse) via lateral tail vein injection. 30 min after FITC-dextran injection, the mice were sacrificed to harvest the lung tissues. After the mice being sacrificed, skipping the step of inflating with PBS, lung tissues were removed from the chest cavity and directly embedded in OCT according to the protocol described above and then made into cryosections. Nuclear staining with DAPI was performed according to the IF protocol described above. Finally, the tissue sections were imaged on an AxioVert LSM980 confocal microscope (Zeiss) for analysis. The fluorescence analysis protocol was the same as that for IF described above.

### Whole transcriptome sequencing (RNA-seq)

Single-cell suspensions were prepared as described above. Next, the single-cell suspension was incubated with CD45-coated beads for 30 min at 4°C, the bead-bound cells were removed using a magnet, and the unbound cell suspension was collected, followed by incubation with CD31-coated beads for 30 min at 4°C. The CD31-coated bead-bound cells were collected and washed 5 times with PBS/0.1% BSA/2 mM EDTA. Purified Rat Anti-Mouse CD31 (#553370) and Purified Rat Anti-Mouse CD45 (#553076) were obtained from BD Biosciences, and Dynabeads Sheep anti-Rat IgG (#11035) was obtained from ThermoFisher Scientific. Total RNA was prepared from the collected ECs using TRIzol (ThermoFisher, #15596018) following the manufacturer’s procedure. Then the 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina NovaseqTM 6,000 following the vendor’s recommended protocol. Count data for genes were analyzed in R using the DESeq2 software package (version 1.30.1).

### Quantitative RT‒PCR

ECs were isolated as described above. Total RNA was prepared from lung ECs using TRIzol following the manufacturer’s procedure. Complementary DNAs (cDNA) were synthesized from the total RNA using the PrimeScript RT Reagent Kit (TaKaRa, #RR0447A), and qPCR was performed on a CFX96 Real-Time PCR Detection System (Bio-Rad). Gene mRNA expression was quantified using SYBR green technology, with *β-actin* and *Gapdh* used as internal controls. Primer sequences are available upon request.

### Western blot

Protein was extracted from lung ECs isolated as described above. Equal amounts of protein were separated in a 10% gel and transferred to nitrocellulose membranes. The membranes were incubated overnight with primary anti-FGFR1 antibody (1:1000; Cell Signaling Technology, #9740). Gapdh (1:1000, Santa Cruz #sc-32233) was used as an internal control. Signals were detected using corresponding horseradish peroxidase-conjugated secondary antibodies (1:5000, Abcam, #ab205719, #ab6721) and enhanced chemiluminescence (ThermoFisher, #34095).

### Quantification and statistical analysis

Calculations were carried out with the Excel and Prism nine software packages (Version 9.1.1). One-way ANOVA followed by Tukey’s test was employed to determine statistical significance. All data are presented as means ± standard error of means (SEMs). Error bar shows SEMs and center shows means. *p* < 0.05 was considered statistically significant.

## Results

### Neonatal hyperoxic lung injury results in disrupted alveolar development, respiratory dysfunction and abnormal vascular development

WT neonatal mice were exposed to hyperoxia (80% O_2_) for 14 days to develop a mouse model of BPD, while the mice living in room air were used as controls (Figure 1A). Hyperoxia interrupted lung development in neonatal mice, resulting in enlarged alveoli and reduced alveolar numbers (Figures 1B–D). Mice from the hyperoxia group had an increased mean linear intercept (MLI) (Figure 1C) and a decreased radial alveolar count (RAC) (Figure 1D). Compared with mice from the room air group. The results of respiratory metrics measurement showed a significant decrease in minute ventilation (MVb), tidal volume breathing (TVb) and peak expiratory flow (PEFb) in hyperoxic mice compared to normoxic mice (Figures 1E–G), but a significant increase in Rpef, the ratio of time to peak expiratory flow (PEF) relative to total expiratory time (Te) (Figure 1H). These data mainly show that hyperoxia provokes disrupted alveologenesis, a prominent phenotype of BPD, as well as respiratory dysfunction in neonatal mice.

**FIGURE 1:**
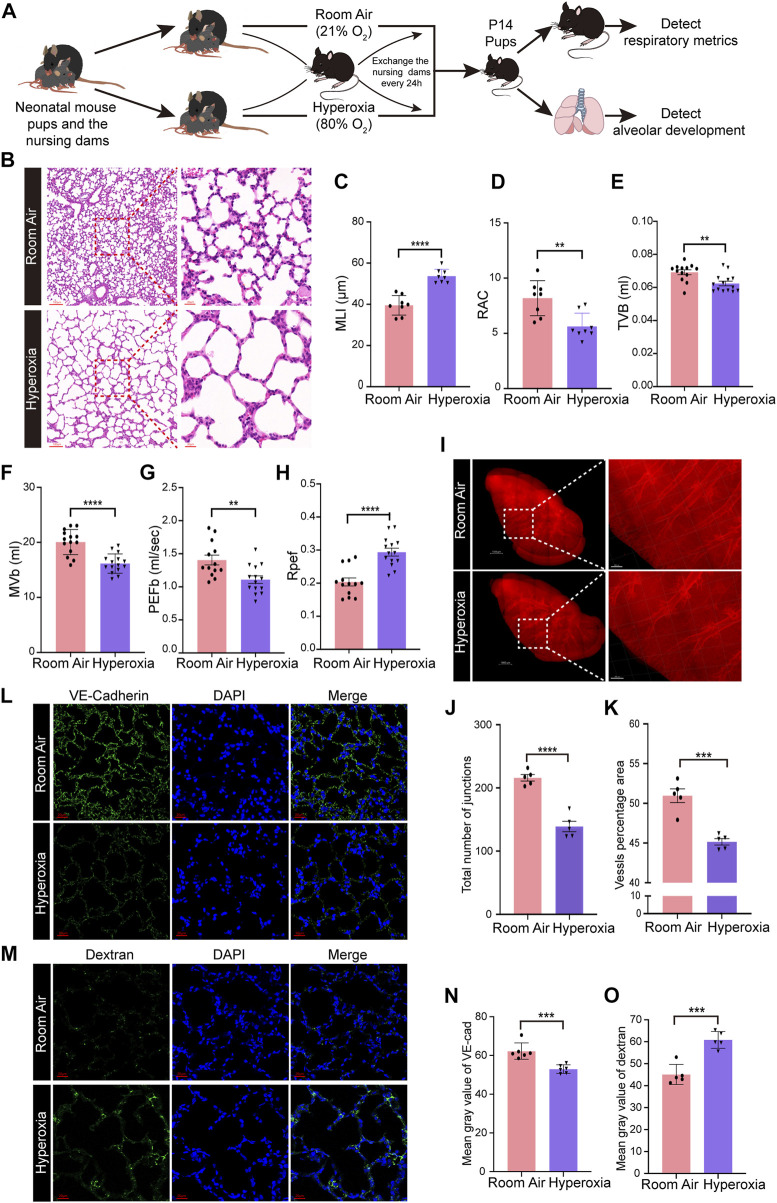
Hyperoxia disrupted angiogenesis and alveologenesis and resulted in respiratory dysfunction inneonatal mice. **(A)** Approach to develop a mouse model of BPD. Mouse pups were exposed to room air (21% O_2_) or hyperoxia (80% O_2_) from the day of birth (P0) to postnatal days (P)14. After measuring the respiratory metrics at P14, lungs were harvested for detection. **(B)** Representative images of H&E-stained lungs. The left panel shows low-magnification (scale bar = 100 μm) images, and the right panel shows higher-magnification (scale bar = 20 μm) images. **(C,D)** Quantification of MLI (C) and RAC (D) based on the data in (B). Data are shown as the means ± SEMs. *n* = 8 per group. **p < 0.01, ****p < 0.0001. **(E–H)** Results of respiratory metrics measurement. Data are shown as the means ± SEMs. *n* = 13 or 14 per group. **p < 0.01, ****p < 0.0001. **(I–K)** Whole-tissue 3D assessment of vasculature in normal and hyperoxia-impaired lungs. 3D volume fluorescence images of VE-cadherin (VE-Cad)-stained lungs. The left panel shows low-magnification (scale bar = 1000 μm) images, and the right panel shows higher-magnification (scale bar = 200 μm) images (I). Quantification of the total number of junctions (J) and vessels percentage area (K) based on the data in (I). Data are shown as means ± SEMs. n = 5 per group. ***p < 0.001, ****p < 0.0001. (**L**) Representative images of IF staining for VE-Cad in lung sections. Magnification: ×40. Scale bar = 20 μm. **(N)** Mean gray value of VE-Cad based on the data in (L). Data are shown as means ± SEMs. *n* = 6 per group. ***p < 0.001. **(M)** Representative images of FITC-dextran leakage from mice reared in room air or hyperoxia. Magnification: ×40. Scale bar = 20 μm. **(O)** Mean gray value of dextran based on the data in (M). Data are shown as means ± SEMs. *n* = 5 per group. ***p < 0.001.

Next, we detected the influence of hyperoxia on pulmonary vascular development. The iDISCO (ace) tissue clearing procedure followed by immunofluorescence staining was employed to assess the development of pulmonary vasculature. The results showed that hyperoxia-exposed mice had reduced vascular branching and density (Figures 1I–K). The total number of junctions and vessels percentage area were reduced significantly in hyperoxic lungs (Figures 1J,K). Moreover, the results of IF staining showed that the expression of vascular endothelial cadherin (VE-Cad), a marker of endothelial cells, was lower in lungs developed in hyperoxia than in lungs developed in normoxia (Figures 1L, N). We further performed a FITC-dextran leakage experiment to evaluate the barrier function of blood vessels, which indicated that hyperoxia increased vascular leakage (Figures 1M, O). These results confirmed that hyperoxia results in abnormal vascular development, which thought to be one of the main mechanisms contributing to disrupted alveologenesis.

### Hyperoxia induces ECs loss and upregulates the expression of endothelial FGFR1 and the classic FGFR1 signaling pathways in ECs

To investigate the cellular and molecular changes resulting from neonatal lung injury induced by hyperoxia, scRNA-seq was performed on a 10X genomics platform to generate scRNA-seq profiles of WT mice reared in normoxia or hyperoxia (Figure 2A). 

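In droplet-based scRNA-seq, the mRNA of each captured cell receives the cell's barcode, and each counted molecule carries a unique molecular identifier (UMI). The lungs of 8 mice at postnatal day 14 were pooled into 1 library per group, room air (21% oxygen) or hyperoxia (80% oxygen), so that neither group had a replicate. The authors counted UMIs per gene and barcode with Cell Ranger against the mm10 transcriptome and deposited these raw counts for 27998 genes. The header of both deposited matrices names software version 3.1.0, and the methods name a later version. The methods give version 3 of the 10X kit and the labels of the libraries give version 2, and the counts do not settle which was used. The room air library held 4234 barcodes with 39593888 UMIs (median 7306.5 per barcode), and the hyperoxia library 13223 barcodes with 111934936 UMIs (median 6643). Barcodes with fewer than 500 detected genes (345 in room air, 1026 in hyperoxia) or more than 20% mitochondrial UMIs (80 and 486) were left out, which left 3809 and 11711. Barcodes with the most simulated doublets among their nearest neighbours were then removed, 128 of room air and 1214 of hyperoxia, at a rate of 0.8% per 1000 barcodes deposited. The 3681 cells of room air and 10497 cells of hyperoxia that remained had medians of 8074 and 7221 UMIs. Both libraries were clustered together, without batch correction and without the 8 genes *Fgfr1*, *Fgfr2*, *Gpihbp1*, *Aplnr*, *Kit*, *Ednrb*, *Apln* and *Car4*, whose values are reported. Clusters were named from marker genes chosen before the data were examined, and are called endothelial-like or gCap-like because the names were rebuilt from the counts. Expression in a group of cells is given as counts per 1000000 UMIs (CPM), over the UMIs summed over its cells. With 1 library per group no test between the groups was possible. The 95% intervals given with the values (exact Clopper-Pearson for shares, exact Poisson for CPM) cover counting error only, not differences between mice or between libraries. Those of CPM and their ratios treat UMIs as independent and so leave out differences between cells as well.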

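The cells formed 33 clusters, and all but 1 of them could be assigned to 5 lineages by their marker genes. Stromal-like cells (markers such as *Col1a1*, *Mfap4* and *Pdgfra*) made up 24.1% (22.7 to 25.5) of the cells in room air and 26.7% (25.9 to 27.6) in hyperoxia. The share of epithelial-like cells (*Epcam*, *Sftpc*) was 7.23% (6.41 to 8.11) in room air and 9.71% (9.15 to 10.3) in hyperoxia. Myeloid-like cells (*Tyrobp*, *Lyz2*, *S100a8*) accounted for 20.4% (19.1 to 21.7) and 13.5% (12.8 to 14.1), and lymphocyte-like cells (*Cd79a*, *Cd3e*, *Nkg7*) for 19.3% (18.0 to 20.6) and 24.4% (23.5 to 25.2). The unnamed cluster scored highest for lymphocytes and was led by genes of T cells, but its UMIs were low and none of the lymphocyte markers used here was among its 10 leading genes. It held 0.869% (0.595 to 1.23) of the cells in room air and 0.848% (0.681 to 1.04) in hyperoxia. B-like cells, a part of the lymphocyte-like cells, numbered 416 in room air and 1366 in hyperoxia. A myeloid-like cluster of 28 cells was led by the chemokine genes *Ccl3* and *Ccl4* and the granule protease genes *Mcpt8* and *Cpa3*.

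**Figure D1:**
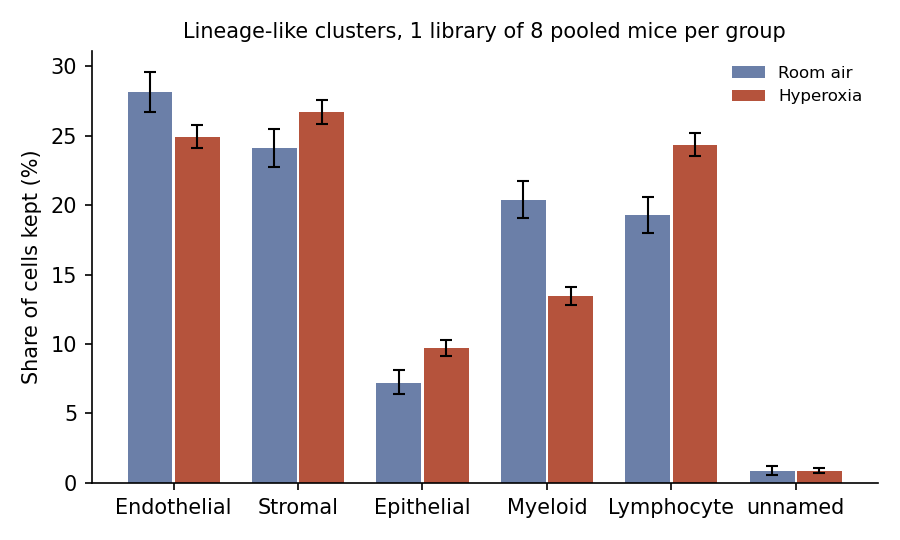
Share of the cells kept (y axis, %) in the clusters of each lineage and in the unnamed cluster (x axis), in room air (blue) and hyperoxia (red), 1 library per group. Bars are the shares and error bars their exact 95% Clopper-Pearson intervals, which cover counting error only. The share of myeloid-like cells was 20.4% in room air and 13.5% in hyperoxia.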

Five major cell lineages (lymphocytes, endothelial cells, stromal cells, epithelial cells and myeloid cells) corresponded by 19 cell clusters were identified by the expression of marker genes (Figures 2B–D; Table 1). We noted that the frequency of ECs decreased in the hyperoxia-impaired lungs (Figures 2E,F), which is consistent with the results obtained by analyzing the raw data from Thébaud who generated scRNA-seq profiles of 66,200 cells from normally (21% O_2_-exposed from P0-P14) and aberrantly (85% O_2_-exposed from P0-P14) developing mouse lungs at P14 (Supplementary Figure S1D,E). 

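Endothelial-like clusters, named from *Pecam1*, *Cdh5*, *Cldn5*, *Calcrl*, *Egfl7*, *Tie1*, *Ramp2* and *Emcn*, held 1036 of the 3681 cells in room air, or 28.1% (95% interval 26.7 to 29.6). In hyperoxia they held 2617 of the 10497 cells, or 24.9% (24.1 to 25.8). The difference was -3.21 percentage points (-4.91 to -1.54, counting error only), without a replicate of either group. Removal of double the expected number of doublets moved this difference most, to -4.52 percentage points. The ECs had a median of 7220 UMIs in room air and 8051 in hyperoxia. The published data of Thébaud were not analysed here.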

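The gene sets behind gene ontology terms were not used here. A list of 60 genes with roles in angiogenesis, fixed before the data were examined, was compared between the ECs of the libraries, of which 56 had a mean CPM of at least 10. The median absolute log2 ratio of hyperoxia over room air was 0.30 for these genes. Of 10000 random lists of the same size and matched expression, drawn from 8408 genes, the median was 0.25, with 95% of the lists between 0.18 and 0.33. The angiogenesis list lay at percentile 90.7 of the random lists, inside that range. The setting that moved this result most used only genes with a mean CPM of at least 50, for the list and the random lists. The median of the shortened list was then 0.25, at percentile 45.6, so that members and background both changed. As the mean over single cells the list lay at percentile 98.2, outside the middle 95%. The median of the signed log2 ratios, a measure chosen after the values had been seen, was -0.09, at percentile 1.42 of its random lists, also outside. Of the 56 genes, 26 were higher and 30 were lower in hyperoxia. A log2 ratio of at least 1 was reached by 3 genes, *Ackr3*, *Apln* and *Fgfr1*, and a log2 ratio of -1 or below by 3 others, *Esm1*, *Hey1* and *Aplnr*. Of these, *Apln*, *Fgfr1* and *Aplnr* are genes that the paper itself reports as changed in these data. The makeup of the ECs also enters such ratios, since *Apln* had a log2 ratio of 1.28 within gCap-like ECs and -0.24 within aCap-like ECs. *Ackr3* (ENSMUSG00000044337, chromosome 1 of GRCm38, 90203980 to 90216751), which encodes a chemokine receptor, had 119 CPM in room air and 249 CPM in hyperoxia, a ratio of 2.09 (1.95 to 2.24). *Esm1* (ENSMUSG00000042379, chromosome 13, 113209659 to 113218098), which encodes a secreted proteoglycan of ECs, had 48.6 and 15.6 CPM, a ratio of 0.321 (0.276 to 0.372). For *Hey1* (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256), a target of Notch signalling, the values were 176 and 76.7 CPM, with a ratio of 0.437 (0.407 to 0.469).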

Gene ontology (GO) enrichment analysis of the endothelial cell population suggested that the pathways associated with angiogenesis were impacted by hyperoxia exposure (Figure 2G). Furthermore, the GO enrichment analysis showed that hyperoxia impacted the signaling pathways associated with epithelial cell migration (Figure 2G). In addition, the results of scRNA-seq analysis showed an increase in the expression of *Fgfr1* in ECs from hyperoxic lungs (Figure 2H) and that the proportion of *Fgfr1*-positive (*Fgfr1* ^+^) ECs increased in hyperoxic lungs (Figure 2I).

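*Fgfr1* (ENSMUSG00000031565) lies on chromosome 8 of GRCm38 from 25513654 to 25575718, by GENCODE release 21 for the mouse. In the ECs it had 173 UMIs in room air, or 21.1 CPM (95% interval 18.0 to 24.4), and 893 UMIs in hyperoxia, or 42.3 CPM (39.6 to 45.2). The ratio of hyperoxia over room air was 2.01 (1.71 to 2.38), a log2 ratio of 1.01 (0.77 to 1.25). Removal of double the expected number of doublets moved the log2 ratio most, to 1.20. *Fgfr1* was detected with at least 1 UMI in 123 of the 1036 ECs of room air, or 11.9% (9.97 to 14.0), and in 584 of the 2617 ECs of hyperoxia, or 22.3% (20.7 to 24.0). Because a deeper cell is more often positive, every EC was also thinned at random to 2000 UMIs, which left out 143 shallower ECs of room air and 405 of hyperoxia. The *Fgfr1*+ share was then 3.36% (2.28 to 4.76) in room air and 8.23% (7.12 to 9.45) in hyperoxia. Thinning to 1000 UMIs moved the difference between these shares most, from 10.4 to 2.54 percentage points. B-like cells, which should lack *Fgfr1*, were positive in 1.20% of cells in room air (median 4507.5 UMIs) and 1.46% in hyperoxia (median 2917.5 UMIs), and at 2000 UMIs in 1.06% and 0.751%. The EC shares lay above this background in both libraries, at either depth. Stromal-like cells had 140 CPM of *Fgfr1* in room air and 209 CPM in hyperoxia. With only the ECs that had no UMI of 6 stromal genes, the log2 ratio was 1.04.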

**FIGURE 2:**
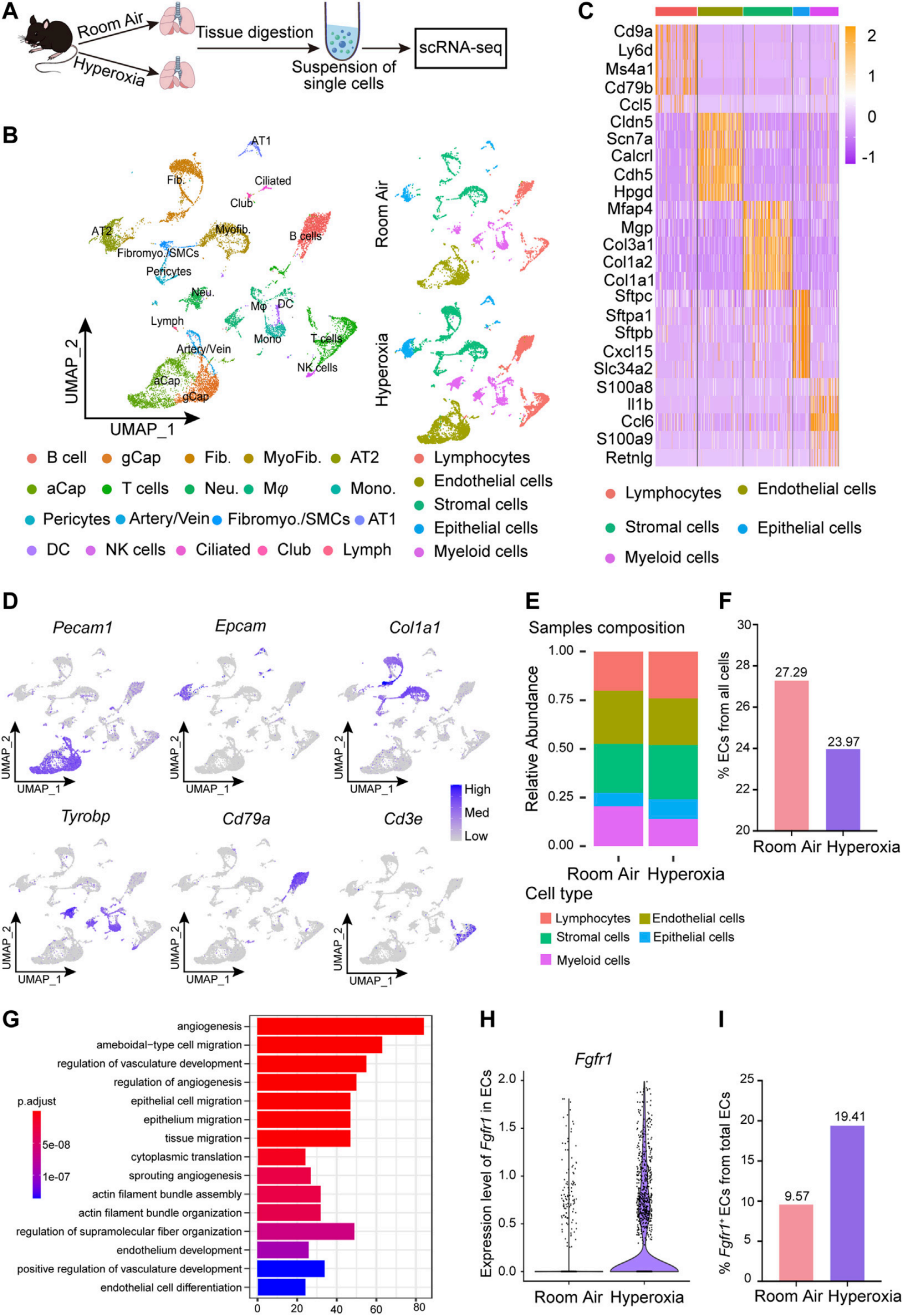
scRNA-seq analysis of lungs from normoxia- and hyperoxia-reared mice. **(A)** Approach to generate a single-cell atlas. **(B)** UMAP plot of all scRNA-seq data, showing a total of 19 distinct cell types corresponding to 5 major cell groups. Cell populations are colored as indicated by the legend. **(C)** Heatmap of the top 5 most differentially expressed genes across 5 major cell types. The intensity of expression is indicated as specified by the color legend. **(D)** Feature plots showing the expression of principal identifiers of epithelial cells, endothelial cells, stromal cells, myeloid cells, lymphocytes (B cells) and lymphocyte (T cells) populations. **(E)** Cellular compositions are colored as indicated by the legend in normal and hyperoxia-impaired lungs. **(F)** The relative proportion of endothelial cells from all cells in normal and hyperoxia-impaired lungs. **(G)** Hyperoxia-impacted signaling pathways in ECs, as identified by GO enrichment analysis of biological processes. **(H)** Violin plot showing the expression of *Fgfr1* in ECs. **(I)** *Fgfr1* ^+^ ECs in total ECs.

**TABLE 1:** Identified cell populations.

Abbreviation	Cell type	Abbreviation	Cell type
aCap	Aerocyte capillary endothelial cells	Fib	Fibroblasts
Artery	Arterial endothelial cells	Myofib	Myofibroblasts
gCap	General capillary endothelial cells	Fibromyo./SMCs	Fibromyocytes/Smooth muscle cells
Lymph	Lymphatic endothelial cells	Pericyte	Pericyte
Vein	Venous endothelial cells	Neu	Neutrophils
AT1	Alveolar type I cells	MΦ	Macrophages
AT2	Alveolar type II cells	T cells	T cells
Ciliated	Ciliated cells	B cells	B cells
Club	Club cells	Mono.	Monocytes
DC	Dendritic cells		

Next, we performed RNA-seq to further verify the key molecular changes in ECs during the occurrence and development of hyperoxia-induced BPD. The results revealed that the expression of endothelial *Fgfr1* was increased in hyperoxic lungs (Figures 3A,B). Furthermore, the enrichment analysis of differentially expressed genes (DEGs) showed that hyperoxia upregulated the downstream signaling pathways of activated FGFR1, including the ERK/MAPK signaling pathway and PI3K-Akt signaling pathway (Figures 3C–E). Notably, hyperoxia also affected the signaling pathways associated with epithelial cell proliferation and epithelial tube morphogenesis (Figure 3C). Consistent with the results of sequencing, the results of qPCR and WB also showed that the expression of FGFR1 was significantly increased in ECs from hyperoxic lungs (Figures 3F,G). We also detected the expression of endothelial FGFR2, another major FGFR expressed by ECs in addition to FGFR1. The results showed that there was no significant difference in endothelial FGFR2 expression between normoxic and hyperoxic neonatal lungs (Supplementary Figures S2A–C). 

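In the scRNA-seq libraries, *Fgfr2* (ENSMUSG00000030849, chromosome 7 of GRCm38, 130162451 to 133123350) had 222 UMIs in the ECs of room air, or 27.02 CPM (95% interval 23.6 to 30.8), and 486 UMIs in those of hyperoxia, or 23.0 CPM (21.0 to 25.2). The log2 ratio of hyperoxia over room air was -0.23 (-0.46 to 0.00), so that a difference was not detectable beyond counting error in these values. The interval lay just below 0 in 2 other settings, with a log2 ratio of -0.24 (-0.47 to -0.01) at clustering resolution 2 and -0.25 (-0.49 to -0.02) without mitochondrial, ribosomal protein and haemoglobin genes. With only the ECs that had no UMI of 6 stromal genes, the log2 ratio changed sign, to 0.16 (-0.28 to 0.62).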

We speculate that this may be attributed to that in neonatal lung, endothelial FGFR1 may be more sensitive to hyperoxia exposure than endothelial FGFR2. These data suggest that hyperoxia upregulates endothelial FGFR1 expression and that the upregulated endothelial FGFR1 may play a vital role in hyperoxia-induced BPD.

**FIGURE 3:**
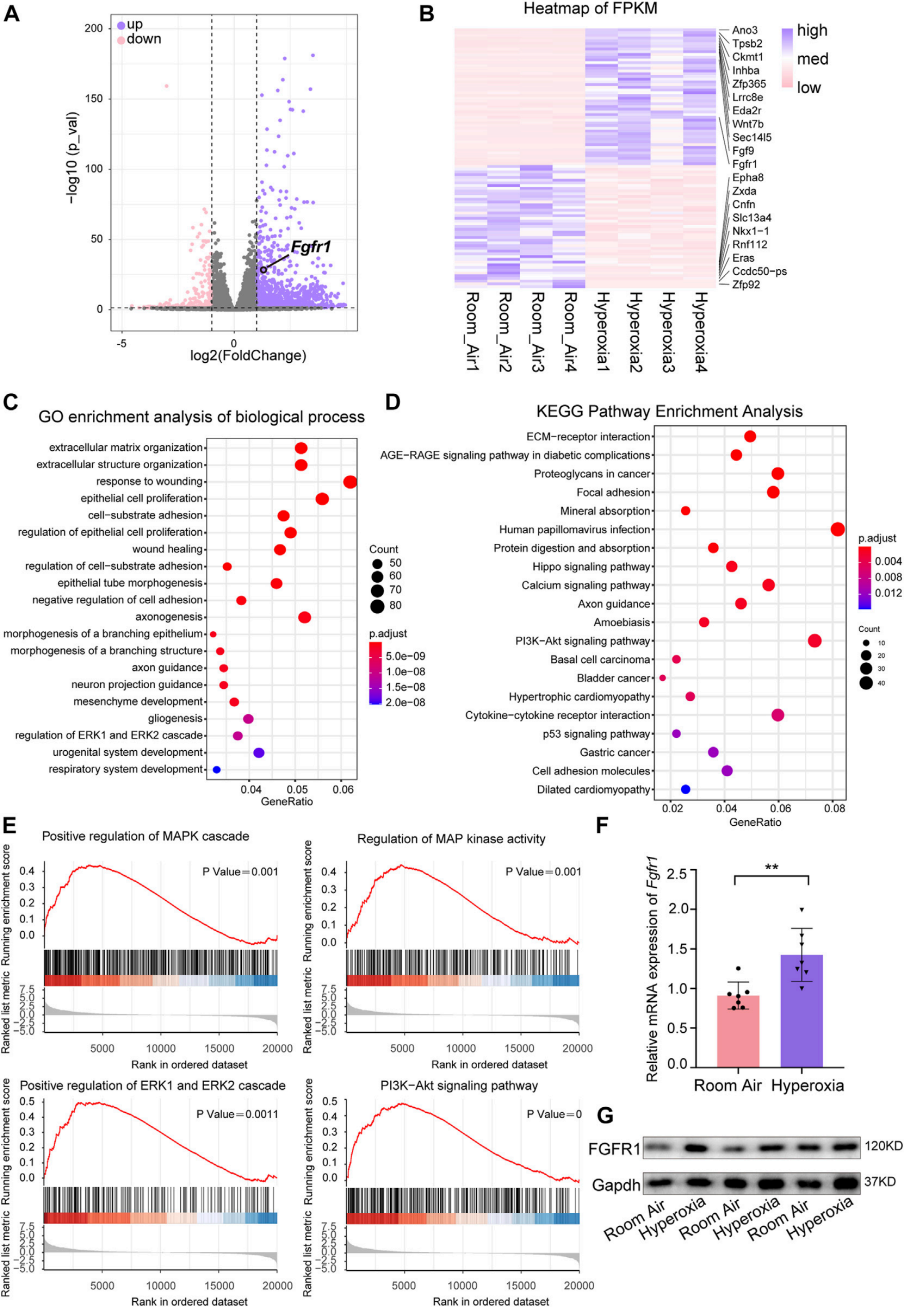
RNA-seq analysis of differentially expressed genes (DEGs) and hyperoxia-impacted signaling pathways in ECs from normal and hyperoxia-impaired lungs. **(A)** Volcano plot showing upregulated and downregulated transcript levels of DEGs, p-value < 0.05, |log2FoldChange|≥1. **(B)** Heatmap of the top 50 upregulated DEGs and top 50 downregulated DEGs. **(C)** Hyperoxia-impacted signaling pathways in ECs as identified by GO enrichment analysis of biological processes. All terms shown are significantly enriched (p-value < 0.05). **(D)** Hyperoxia-impacted signaling pathways in ECs as identified by KEGG pathway enrichment analysis. All terms shown are significantly enriched (p-value < 0.05). **(E)** Upregulated downstream pathways of activated FGFR1 as revealed by Gene Set Enrichment Analysis, all terms shown are significantly enriched (p-value < 0.05). **(F)** qPCR of *Fgfr1* expression in ECs of normoxic or hyperoxic lungs. *n* = 7 per group. Data are shown as means ± SEMs. **p < 0.01. **(G)** Western blot examining the expression of FGFR1 in ECs of normoxic or hyperoxic lung, Gapdh as negative control.

### Deficiency of endothelial FGFR1 improves alveologenesis, respiratory function and angiogenesis in hyperoxia-exposed mice

To dissect the functional contribution of FGFR1 in hyperoxia-induced BPD, we generated the genetically modified mouse in which *Fgfr1* was conditionally deleted specifically in ECs (*Fgfr1* ^iΔEC/iΔEC^) by crossing *Fgfr1* ^fl/fl^ mice with *VE-Cadherin-(PAC)-Cre* ^ERT2^ mice (Figure 4A). The results of qPCR verification showed that the endothelial *Fgfr1* was knockout efficiently (Supplementary Figures S3A–C). Wild-type mice (*Fgfr1* ^+/+^) were used as controls. We found that deletion of *Fgfr1* improved the alveologenesis of neonatal mice upon hyperoxia (Figures 4B–D). After hyperoxia exposure, the MLI of mice from the *Fgfr1* ^iΔEC/iΔEC^ group was significantly decreased, and the RAC was significantly increased compared to mice from the *Fgfr1* ^+/+^ group (Figures 4C,D). Next, we measured the respiratory metrics of *Fgfr1* ^+/+^ and *Fgfr1* ^iΔEC/iΔEC^ mice. Unsurprisingly, deficiency of FGFR1 in ECs improved the respiratory function of neonatal mice upon hyperoxia, with TVb, MVb and PEFb increasing markedly and Rpef decreasing markedly in *Fgfr1* ^iΔEC/iΔEC^ mice (Figures 4E–H). After hyperoxia exposure, the expression of VE-Cad increased in lungs from *Fgfr1* ^iΔEC/iΔEC^ mice compared to that in lungs from *Fgfr1* ^+/+^ mice by detecting with IF staining (Figures 4I,K). The results of FITC-dextran leakage experiment indicated that the vascular leakage of *Fgfr1* ^iΔEC/iΔEC^ mice was decreased in hyperoxia (Figures 4J,L). There were no significant differences observed between normoxia-exposed *Fgfr1* ^+/+^ mice and the normoxia-exposed *Fgfr1* ^iΔEC/iΔEC^ mice or the hyperoxia-exposed *Fgfr1* ^iΔEC/iΔEC^ mice. Here, it is demonstrated that deletion of endothelial *Fgfr1* can protect the lungs from hyperoxia-induced lung injury in neonatal mice.

**FIGURE 4:**
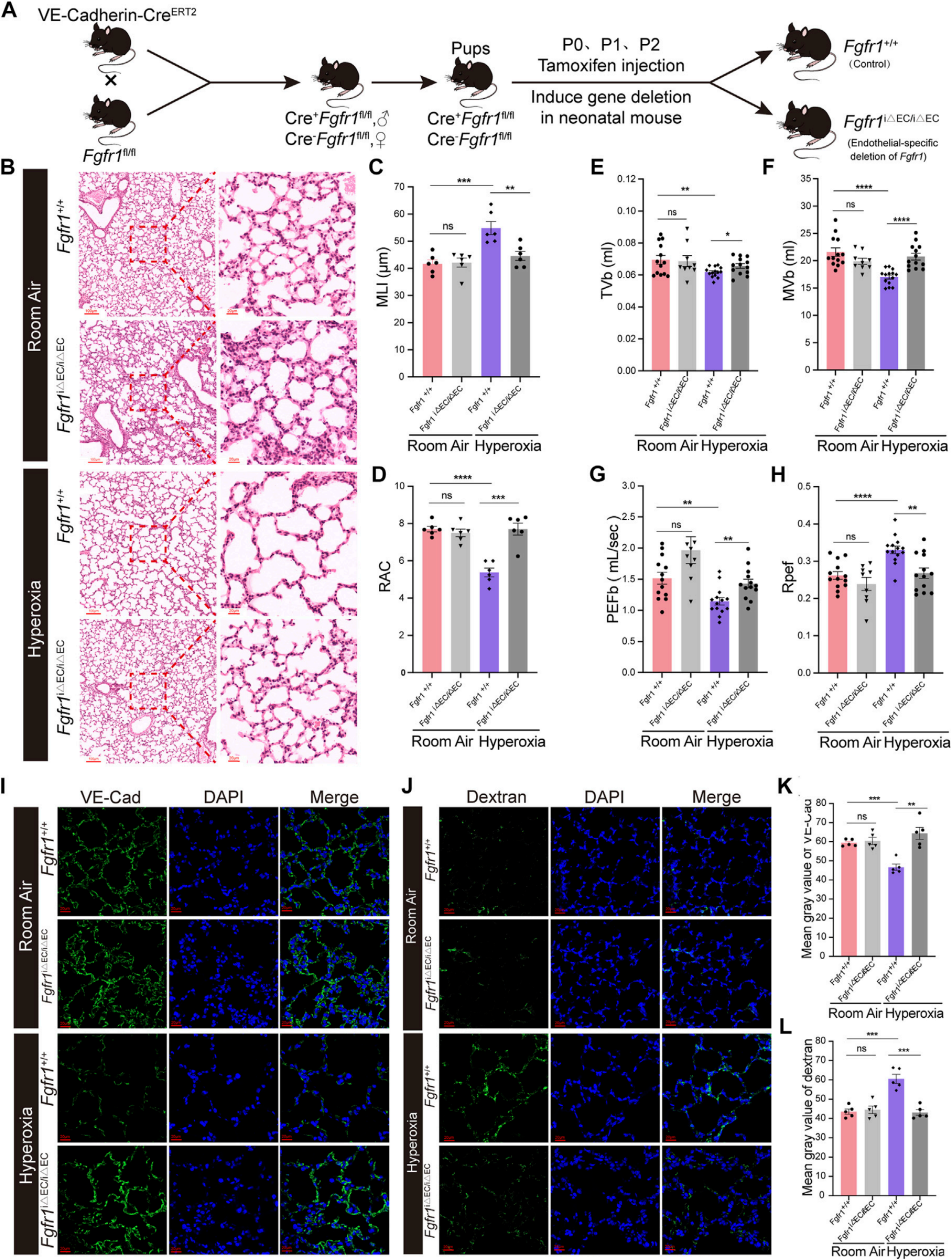
Deletion of endothelial *Fgfr1* improved alveolar development and respiratory metrics and angiogenesis in mice upon hyperoxia. **(A)** Schematic representation of EC-specific inducible deletion of *Fgfr1* in neonatal mice. **(B)** Representative images of H&E-stained lungs from *Fgfr1* ^+/+^ and *Fgfr1* ^iΔEC/iΔEC^ mice reared in room air or hyperoxia. The top panel shows low-magnification (scale bar = 100 μm) images, and the bottom panel shows higher-magnification (scale bar = 20 μm) images. **(C,D)** Quantification of MLI (C) and RAC (D) based on the data in (B). Data are shown as means ± SEMs. *n* = 6 per group. **p < 0.01, ***p < 0.001. **(E–H)** Results of respiratory metrics measurement. Data are shown as means ± SEMs. *n* = 9, 13 or 14 per group. *p < 0.05, **p < 0.01, ****p < 0.0001. **(I)** Representative images of IF staining for VE-Cad in lung sections. Magnification: ×40. Scale bar = 20 μm. **(K)** Mean gray value of VE-Cad based on the data in (I). Data are shown as means ± SEMs. n = 5 per group. **p < 0.01, ***p < 0.001. **(J)** Representative images of FITC-dextran leakage from mice reared in room air or hyperoxia. Magnification: ×40. Scale bar = 20 μm. **(L)** Mean gray value of dextran based on the data in (J). Data are shown as means ± SEMs. *n* = 5 per group. ***p < 0.001.

### Hyperoxia triggers up-expression of FGFR1 in aCap cells rather than in gCap cells

To shed light on the underlying regulatory mechanisms of endothelial FGFR1 in hyperoxia-induced lung injury, we analyzed the alteration of EC subpopulations by scRNA-seq. Five distinct EC subpopulations, including gCap, aCap, Artery, Vein and Lymph, were identified based on their expression profiles (Figures 5A–C; Table 1). 

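The ECs formed 16 clusters when they were clustered again without the 8 genes reported as results. Scores for the names came from subpopulation markers that hold none of these genes, such as *Cd93*, *Plvap* and *Sema3c* for gCap-like clusters and *Emp2*, *Tbx2* and *Fibin* for aCap-like clusters. The rule that turns markers into names was changed 3 times after clusters had been seen. Since the second change, its check of the 10 leading genes of a cluster also counts the markers of Fig. 5C, which include 6 of these 8 genes, and without them in the check all 16 clusters kept their names. Artery-like ECs (*Bmx*, *Gja5*) made up 5.79% (95% interval 4.45 to 7.39) of the ECs in room air and 5.24% (4.41 to 6.16) in hyperoxia. Vein-like ECs (*Slc6a2*, *Vwf*) accounted for 3.38% (2.36 to 4.67) and 5.39% (4.55 to 6.32), and lymph-like ECs (*Mmrn1*, *Ccl21a*) for 1.16% (0.600 to 2.01) and 1.72% (1.26 to 2.29). The 4 unnamed clusters, led by genes of other lineages, by haemoglobin genes or by genes of dividing cells, held 12.5% (10.5 to 14.6) of the ECs in room air and 10.4% (9.21 to 11.6) in hyperoxia. The libraries clustered largely apart. Of the gCap-like ECs, 84.4% in room air and 83.0% in hyperoxia lay in clusters with at least 90% of their cells from 1 library, which may be a library rather than a cell type. For the aCap-like ECs these values were 9.93% in room air and 80.8% in hyperoxia. The value for room air rests on the limit of 90%, since 104 of the 151 aCap-like ECs of room air lay in a cluster with 89.7% of its cells from that library. A gCap-like cluster of 560 cells, 544 of them from room air, had the interferon response gene *Tgtp2* among its leading genes.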

Hyperoxia reduced the frequency of gCap cells while increasing the frequency of aCap cells, which is consistent with the results obtained by analyzing the raw data from Thébaud (Figure 5D, Supplementary Figures S4D–E). 

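gCap-like ECs were 649 of the 1036 ECs in room air, or 62.6% (95% interval 59.6 to 65.6), and 896 of the 2617 ECs in hyperoxia, or 34.2% (32.4 to 36.1). The difference was -28.4 percentage points (-31.9 to -24.9). aCap-like ECs were 151 of the ECs in room air, or 14.6% (12.5 to 16.9), and 1127 of those in hyperoxia, or 43.1% (41.2 to 45.0). This difference was 28.5 percentage points (25.5 to 31.3). Among the settings chosen before the data were examined, the one that moved the gCap-like difference most was clustering each library on its own, to -7.27 percentage points (44.7% in room air and 37.5% in hyperoxia). With each cell named by its own highest marker score it was -7.43, from shares of 35.3% and 27.9%. Among the same settings, the aCap-like difference moved most without doublet removal, to 23.4 percentage points (12.4% and 35.9%). The gCap-like share also rests on the rule used for the names. Under the rule used first, which left 74.0% of the ECs in room air and 22.1% in hyperoxia unnamed, gCap-like clusters held 0.663% of the ECs in room air and 28.2% in hyperoxia, the opposite direction. Under the rule used second, which left 10.3% and 34.5% of the ECs unnamed, they held 52.5% and 0.611%. The aCap-like difference was 22.7 percentage points under the rule used first and 28.4 under the rule used second.

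**Figure D2:**
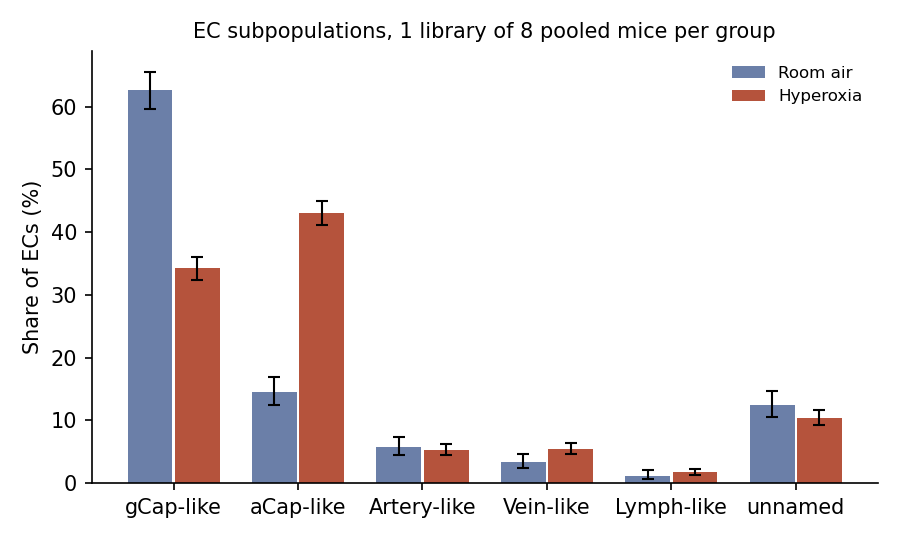
Share of the ECs (y axis, %) in the clusters of each subpopulation and in unnamed clusters (x axis), in room air (blue) and hyperoxia (red), 1 library per group. Bars are the shares and error bars their exact 95% Clopper-Pearson intervals, which cover counting error only. The aCap-like share was 14.6% in room air and 43.1% in hyperoxia.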

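Of the genes that mark gCap cells, *Gpihbp1* (ENSMUSG00000022579, chromosome 15 of GRCm38, 75596628 to 75599481) had 942 CPM (95% interval 921 to 964) in the ECs of room air and 413 CPM (405 to 422) in those of hyperoxia, a log2 ratio of -1.19 (-1.23 to -1.14). *Aplnr* (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) had 236 CPM (226 to 247) in room air and 70.4 CPM (66.9 to 74.1) in hyperoxia, a log2 ratio of -1.74 (-1.84 to -1.65). For *Kit* (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) the values were 354 CPM (341 to 367) and 110 CPM (106 to 115), with a log2 ratio of -1.68 (-1.76 to -1.60). Of the genes that mark aCap cells, *Ednrb* (ENSMUSG00000022122, chromosome 14, 103814625 to 103844402) had 272 CPM in both libraries, with intervals of 261 to 284 in room air and 265 to 279 in hyperoxia and a log2 ratio of -0.00 (-0.07 to 0.07). *Apln* (ENSMUSG00000037010, chromosome X, 48025146 to 48034853) rose from 152 CPM (143 to 160) in room air to 310 CPM (303 to 318) in hyperoxia, a log2 ratio of 1.03 (0.95 to 1.12). *Car4* (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044) had 326 CPM (314 to 338) in room air and 571 CPM (561 to 582) in hyperoxia, a log2 ratio of 0.81 (0.75 to 0.87). *Ednrb* was the marker whose direction depended on the setting, with a log2 ratio of 0.20 both with double the expected number of doublets removed and as the mean over single cells. Within the aCap-like ECs alone, *Ednrb*, *Apln* and *Car4* had log2 ratios of -1.26 (-1.34 to -1.18), -0.24 (-0.34 to -0.13) and -0.52 (-0.59 to -0.45), whereas within the gCap-like ECs they had log2 ratios of 0.22 (-0.17 to 0.63), 1.28 (1.06 to 1.502) and 1.62 (1.43 to 1.81). Within the gCap-like ECs, the log2 ratios of *Gpihbp1*, *Aplnr* and *Kit* were -0.74 (-0.79 to -0.69), -1.45 (-1.57 to -1.33) and -1.01 (-1.10 to -0.93).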

Corresponding to the changes in cell proportion, in hyperoxia-impaired lung, the expression of gCap cell markers, *Gpihpb1*, *Aplnr* and *Kit* were decreased, while the expression of aCap cell markers, *Ednrb*, *Apln* and *Car4* were increased (Figure 5E).

**FIGURE 5:**
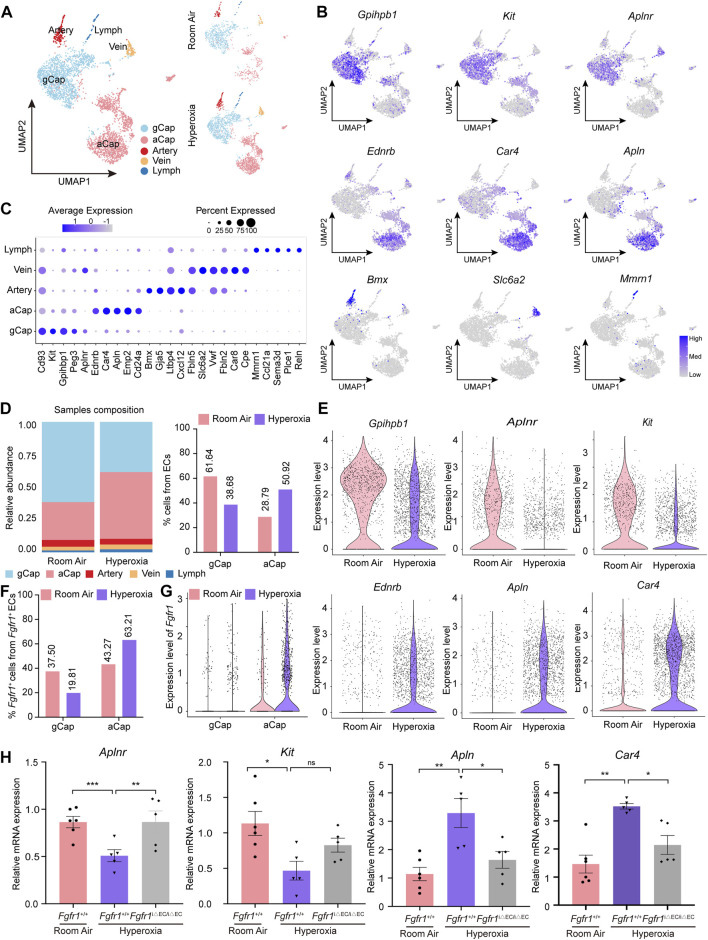
Hyperoxia induced upregulation of FGFR1 mainly in aCap cells rather than in gCap cells. **(A)** A total of 5 clusters of ECs were identified. Cell populations are colored as indicated by the legend. **(B)** Feature plots showing the expression of principal identifiers of general capillary endothelial cells (gCap), aerocyte capillary endothelial cells (aCap), arterial endothelial cells (Artery), venous endothelial cells (Vein) and lymphatic endothelial cells (Lymph). **(C)** Dotplot depicting the top 5 most differentially expressed genes across endothelial clusters. The intensity of expression is indicated as specified by the color legend. **(D)** Alteration of the relative proportion of gCap cells and aCap cells. The right panel shows the cellular compositions of ECs, colored as indicated by the legend, and the left panel shows the relative proportion of gCap cells and aCap cells from ECs. **(E)** Violin plots displaying the expression patterns of gCap cell and aCap cell markers. **(F)** Column chart showing *Fgfr1* ^+^ gCap cells and *Fgfr1* ^+^ aCap cells from total *Fgfr1* ^+^ ECs. **(G)** Violin plots displaying the expression patterns of *Fgfr1* in gCap cells and aCap cells. **(H)** qPCR of gCap cell markers, *Aplnr* and *Kit* expression and aCap cell markers, *Apln* and *Car4* expression in ECs of lung from *Fgfr1* ^+/+^ and *Fgfr1* ^iΔEC/iΔEC^ mice reared in room air or hyperoxia. *n* = 5 or 6 per group. Data are shown as means ± SEMs. ^ns^no significant, *p < 0.05, **p < 0.01, ***p < 0.001.

To determine whether FGFR1 results in these changes, we first analyzed the expression patterns of *Fgfr1* in gCap cells and aCap cells. 

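Of the 123 *Fgfr1*+ ECs in room air, 46 were aCap-like, or 37.4% (95% interval 28.8 to 46.6), and 42 were gCap-like, or 34.1% (25.8 to 43.2). Of the 584 *Fgfr1*+ ECs in hyperoxia, 364 were aCap-like, or 62.3% (58.3 to 66.3), and 82 were gCap-like, or 14.0% (11.3 to 17.1). With every EC thinned to 2000 UMIs, 30 *Fgfr1*+ ECs in room air and 182 in hyperoxia remained. Of these, 56.7% (37.4 to 74.5) and 63.7% (56.3 to 70.7) were aCap-like, and 23.3% (9.93 to 42.3) and 9.89% (5.97 to 15.2) were gCap-like, both differences within counting error. At 1000 UMIs the gCap-like share of *Fgfr1*+ ECs was 10.5% in room air and 11.0% in hyperoxia. These shares follow both the detection of *Fgfr1* in each subpopulation and the number of ECs in it. With the *Fgfr1*+ share of each subpopulation as in hyperoxia and the makeup of the ECs as in room air, 15.4% of the ECs would be *Fgfr1*+.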

Interestingly, hyperoxia increased the frequency of *Fgfr1* ^+^ aCap cells, and *Fgfr1* ^+^ aCap cells accounted for the majority of *Fgfr1* ^+^ ECs in hyperoxia (Figure 5F). Additionally, the increment of *Fgfr1* expression was mainly observed in aCap cells rather than in gCap cells (Figure 5G). 

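In the gCap-like ECs, *Fgfr1* had 9.25 CPM (95% interval 6.77 to 12.3) in room air and 12.8 CPM (10.4 to 15.7) in hyperoxia, a log2 ratio of 0.47 (-0.05 to 1.01). In the aCap-like ECs it had 60.3 CPM (47.6 to 75.3) in room air and 66.0 CPM (60.7 to 71.7) in hyperoxia, a log2 ratio of 0.13 (-0.21 to 0.49). In the aCap-like ECs a difference between the libraries was not detectable beyond counting error in any setting. In the gCap-like ECs this depended on the setting, since the log2 ratio was 0.64 (0.09 to 1.21) with at least 1000 genes and at most 10% mitochondrial UMIs and 0.54 (0.02 to 1.08) with TMM factors, both above 0. The difference between the log2 ratios of the subpopulations was not tested. The log2 ratio in the aCap-like ECs ran from -0.11, as the mean over single cells, to 0.33, with double the expected number of doublets removed. *Fgfr1* was detected in 6.47% (4.70 to 8.65) of the gCap-like ECs in room air and 9.15% (7.34 to 11.2) in hyperoxia, with median depths of 7314 and 8404 UMIs. The interval of this difference, 2.68 percentage points (-0.148 to 5.41), held 0, but not in some other settings, such as 3.51 (0.362 to 6.58) at clustering resolution 0.5. Of the aCap-like ECs, 30.5% (23.2 to 38.5) in room air and 32.3% (29.6 to 35.1) in hyperoxia were *Fgfr1*+, with medians of 7072 and 7566 UMIs. At 2000 UMIs, with 45 and 46 shallower gCap-like ECs left out, 1.16% (0.467 to 2.37) and 2.12% (1.26 to 3.33) of the gCap-like ECs were *Fgfr1*+. The value for room air was near the share in B-like cells at that depth, and the value for hyperoxia was higher than that share. The aCap-like ECs at 2000 UMIs, with 30 and 208 left out, were *Fgfr1*+ in 14.0% (8.40 to 21.5) and 12.6% (10.5 to 14.9) of cells. The difference in the *Fgfr1*+ share of aCap-like ECs was -7.84 percentage points (-17.2 to 0.986) with each library clustered on its own and 10.1 (-3.05 to 20.4) with only the ECs without a UMI of the 6 stromal genes. Artery-like ECs had 19.8 CPM (9.89 to 35.4) in room air and 61.1 CPM (48.9 to 75.4) in hyperoxia, a log2 ratio of 1.62 (0.71 to 2.68) from 11 and 86 UMIs. In vein-like ECs *Fgfr1* had 25.6 CPM (12.3 to 47.0) and 24.8 CPM (17.9 to 33.3), and in lymph-like ECs 112 CPM (66.4 to 177) and 136 CPM (103 to 178). From its expression patterns in gCap cells and aCap cells, the paper states that the increment of *Fgfr1* was found mainly in aCap cells.

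**Figure D3:**
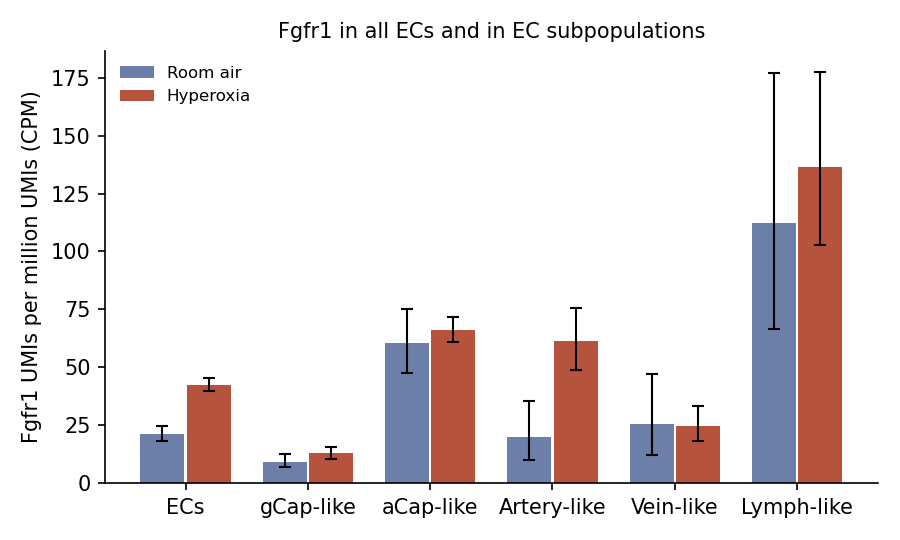
*Fgfr1* expression (y axis, CPM of the UMIs summed over the cells) in all ECs and in each EC subpopulation (x axis), in room air (blue) and hyperoxia (red), 1 library per group. Bars are the CPM and error bars their exact 95% Poisson intervals, which cover counting error only. The intervals of room air and hyperoxia overlap in the gCap-like and aCap-like ECs and lie apart in the artery-like ECs.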

Next, we found that in hyperoxic lung ECs, *Fgfr1* ^iΔEC/iΔEC^ mutant increased the mRNA expression of gCap cell marker, *Aplnr*, while decreased the mRNA expression of aCap cell markers, *Apln* and *Car4* (Figure 5H). These data indicate that FGFR1 may be pivotal in maintaining the proportion and cellular function of gCap cells and aCap cells upon hyperoxia.

### Inhibition of endothelial FGFR1 ameliorates hyperoxia-induced alveolar damage and respiratory dysfunction

To verify whether FGFR1 could be a potential therapeutic target for BPD, the effects of the FGFR1 inhibitor (AZD4547) on hyperoxia-induced BPD was evaluated. The results showed that inhibition of FGFR1 by AZD4547 also improved the alveologenesis of neonatal mice upon hyperoxia (Figure 6A). AZD4547 treatment significantly decreased the MLI of hyperoxia-exposed mice, while significantly increased the RAC of hyperoxia-exposed mice (Figures 6B,C). In addition, the results of respiratory metrics measurement showed that after hyperoxia exposure, mice from AZD4547 treated group had increased TVb, MVb and PEFb, while had decreased Rpef (Figures 6D–G). Consistent with the results of the *Fgfr1* genetic deficiency model, these data demonstrated that FGFR1 may be a potential therapeutic target for BPD.

**FIGURE 6:**
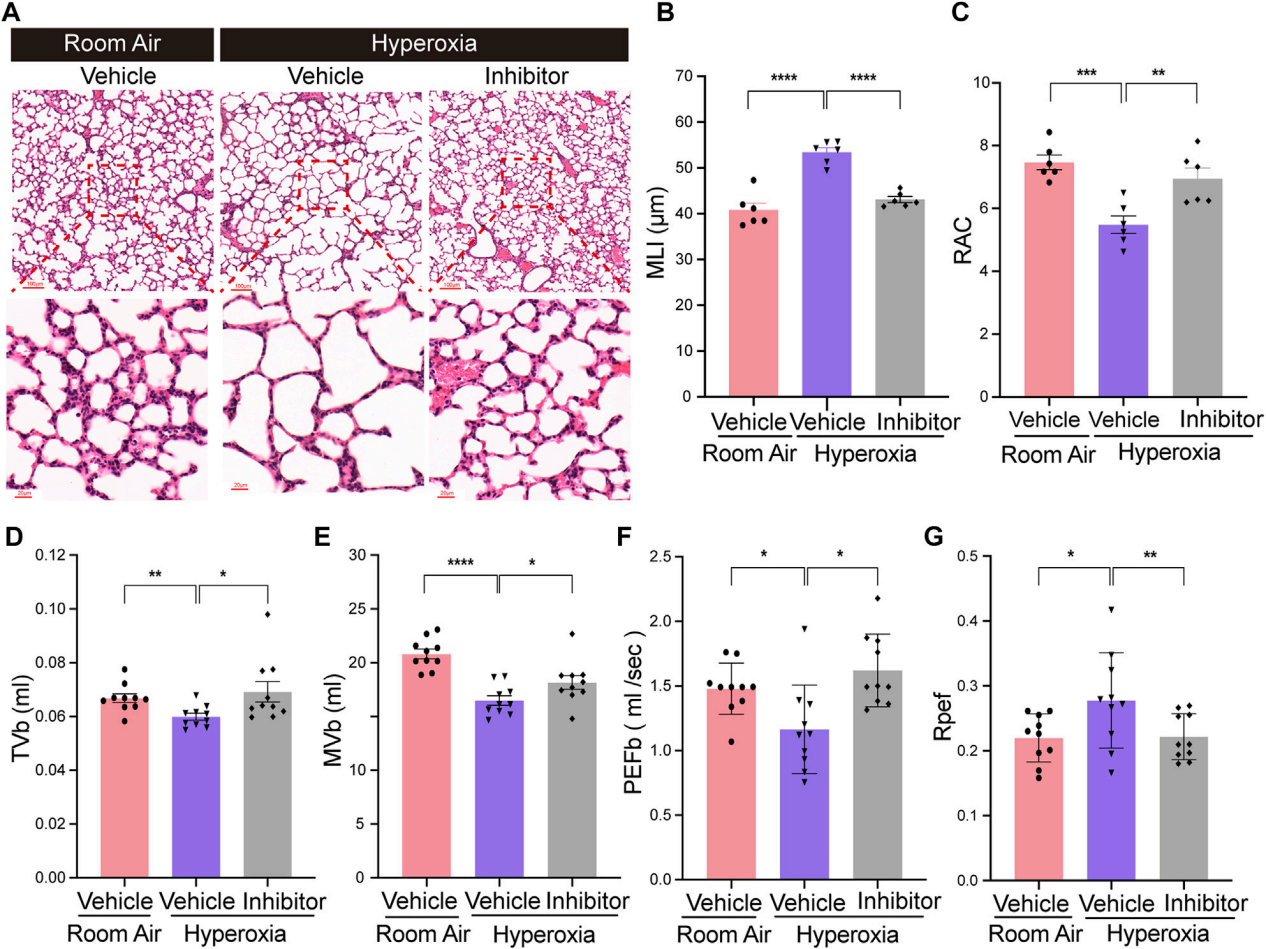
Inhibition of endothelial Fgfr1 improved alveolar development and respiratory metrics in neonatal mice in hyperoxia. **(A)** Representative images of H&E-stained lungs from vehicle or FGFR1 inhibitor treated mice. The top panel shows low-magnification (scale bar = 100 μm) images, and the bottom panel shows higher-magnification (scale bar = 20 μm) images. **(B,C)** Quantification of MLI (B) and RAC (C) based on the data in (A). Data are shown as means ± SEMs. n = 6 per group. **p < 0.01, ***p < 0.001, ****p < 0.0001. **(D–G)** Results of respiratory metrics measurement. Data are shown as means ± SEMs. *n* = 10 per group. *p < 0.05, **p < 0.01, ****p < 0.0001.

## Discussion

Oxygen supplementation is the most common treatment in newborns. However, hyperoxic damage is one of the main factors that blunts normal lung alveologenesis and the development of pulmonary microvasculature. In this work, neonatal mice exposed to hyperoxia ultimately exhibited simplified alveolarization and enlarged alveolar cavity, the prominent features of BPD. Additionally, we reported a decrease in MVb and TVb in mice with BPD, which indicates the destruction of respiratory function in mice. The worsening of PEFb and Rpef, reference indicators of airflow restriction, perhaps suggested decreased respiratory muscle strength and increased airway obstruction (Menachery et al., 2015; Ramírez-Ramírez et al., 2017). These data suggest that neonatal hyperoxia exposure disrupted alveologenesis and ultimately led to obstructed respiratory function, which indicated that we established the hyperoxia-induced BPD mouse model successfully and stably.

We observed that hyperoxic mice exhibited abnormal vascular development and mice from hyperoxia group had reduced vascular branching and density. Additionally, the increased leakage of vasculature also suggested that hyperoxia disrupted blood vessels. Disruption of lung angiogenesis is a key mechanism through which hyperoxia leads to alveolar simplification in BPD (Ren et al., 2019). Previous studies have shown that ECs play a critical role in organ injury and repair (Cao et al., 2016; Gladka et al., 2021; Li et al., 2022), so does in hyperoxia-induced lung injury. It was reported that hyperoxia specifically decreased fatty acid oxidation (FAO) in ECs, which induced apoptosis and simplified alveolarization and vascularization in the lungs of mice (Yao et al., 2019). Exposure of human microvascular endothelial cells to hyperoxia decreased cell viability and proliferation (Attaye et al., 2017). Moreover, it was previously found that hyperoxia could evoke mitochondrial DNA damage and mitochondrial fragmentation in pulmonary endothelial cells, which would result in pulmonary endothelial cell dysfunction (Ma et al., 2018). These data demonstrateed that ECs are crucial to the hyperoxia-induced lung injury response.

We further investigated the cellular and molecular changes resulting from hyperoxia-induced lung injury by performing scRNA-seq analysis of normal and hyperoxia-injured lungs and RNA-seq analysis of ECs in lungs from normal mice and hyperoxia-exposed BPD mice. We reported that hyperoxia decreased the proportion of ECs in lungs of neonatal mice. FGFR1 was upregulated in ECs of the hyperoxia-damaged lungs, which was also confirmed in the results of qPCR and WB. Nevertheless, we did not observe significant difference in the expression of endothelial FGFR2. We hypothesized that perhaps endothelial FGFR1 was more sensitive to hyperoxia exposure than endothelial FGFR2. A previous study showed that FGFR1 and FGFR2 were the dominant FGFRs in ECs (Presta et al., 2005) and were autophosphorylated and activated upon the binding of FGF ligands, such as FGF1 and FGF2 (Goetz and Mohammadi, 2013; Xie et al., 2020). In some studies, endothelial FGF/FGFR signals have been reported as facilitative for angiogenesis under physiological or pathological states (Tsuboi et al., 1992; Yanagisawa-Miwa et al., 1992; Compagni et al., 2000; Murakami and Simons, 2009; De Smet et al., 2014). Nevertheless, other findings reported that FGF/FGFR signaling is not essential for angiogenesis. Mice with deficiency of FGF1 or FGF2, even deficiency of FGF1 and FGF2 together had few angiogenesis abnormalities (Ortega et al., 1998; Zhou et al., 1998; Miller et al., 2000). Moreover, there is another point of view that endothelial FGFR1 and FGFR2 are necessary for pathological neovascularization after injury but not for physiological vascular development and vascular homeostasis (Oladipupo et al., 2014; House et al., 2016). Interestingly, studies reported that overactivated FGFR1 could suppress angiogenesis and promote fibrosis. A previous study reported that exaggerated endothelial FGF2/FGFR1 signaling caused by SUMOylation-defective mutation of FGFR1 suppressed VEGFA/VEGFR2 signaling and the angiogenic capabilities of ECs (Zhu et al., 2022). In another study, it was reported that overactivation of FGFR1 contributed to the occurrence of fibrosis (Ding et al., 2014), a prominent feature of severe BPD. The present study, as well as previous studies, demonstrated that in different situations, balancing the level of FGFR1 is important for physiological or pathological activities. The upregulation of the downstream signaling pathways of activated FGFR1 further demonstrated that hyperoxia activated FGFR1 signaling pathways. These data suggested that hyperoxia-induced upregulation of endothelial FGFR1 expression may be a key factor in hyperoxia-induced abnormal vascular development and ultimately result in interrupted alveologenesis and pulmonary dysfunction.

Therefore, we treated the *Fgfr1* ^iΔEC/iΔEC^ mice with the same hyperoxia exposure protocol to further address the role of FGFR1 in hyperoxia-induced lung injury and repair. We found that deletion of endothelial *Fgfr1* protected the lungs from hyperoxia-induced lung injury in neonatal mice. After hyperoxia exposure, mice from *Fgfr1* ^iΔEC/iΔEC^ group had improved angiogenesis, alveologenesis and respiratory metrics. The results of scRNA-seq analysis suggested that hyperoxia decreased the frequency of gCap cells but increased the frequency of aCap cells. Consistently, downregulation of gCap cell markers and upregulation of aCap cell markers were detected in hyperoxic lungs. The *c-Kit* ^+^ endothelial cells (gCap) were reported to be capillary progenitors, which could enhance lung angiogenesis and prevent alveolar simplification in neonatal mice exposed to hyperoxia (Miranda et al., 2013; Ren et al., 2019). In addition, gCap cells were shown to be critical for normal neonatal lung angiogenesis (Wang et al., 2022). Thus, it makes sense to believe that the reduction in gCap cells caused by hyperoxia may be crucial to disrupted vascular development in newborn mice. On the other hand, previously published data showed that the number of aCap cells increased after hyperoxia exposure, accompanied by upregulation of inflammatory genes and antiangiogenic genes, which contribute to BPD (Hurskainen et al., 2021). The other point of view supports that *Car4* ^+^ capillary endothelial cells (aCap) are important for normal alveolar development by interacting with AT1 cells through VEGFA and contribute to alveolar revascularization postinjury (Niethamer et al., 2020; Vila Ellis et al., 2020). Consequently, we hypothesize that the hyperoxia-induced increase in aCap cells resulting in upregulation of the expression of some unfriendly genes (such as inflammatory genes and antiangiogenic genes), through which aCap cells interact with other cells (such as AT1 cells), may be a major factor in disrupting lung development and regeneration in neonatal mice.

Interestingly, scRNA-seq analysis revealed that the upregulated expression of endothelial *Fgfr1* was mainly found in aCap cells rather than in gCap cells. We validated the correlation of endothelial FGFR1 deficiency with the expression of gCap cell markers and aCap cell markers upon hyperoxia. We observed that deletion of *Fgfr1* increased the expression of gCap cell markers but decreased the expression of aCap cell markers in hyperoxic lung ECs. Thus, we speculate that the upregulated FGFR1 in aCap may affect the cellular proportion and function of gCap cells and aCap cells upon hyperoxia. In the future, further researches are needed to determine their regulatory relationships and the underlying mechanisms.

Finally, to mimic the clinical treatment method, we treated neonatal mice with FGFR1 inhibitor by intragastric injection of AZD4547 to induce FGFR1 deficiency. Consistent with the results of the *Fgfr1* genetic deficiency model, inhibition of FGFR1 by AZD4547 also showed protective function against hyperoxia-induced lung injury in neonatal mice. After hyperoxia exposure, mice from inhibitor treated group had improved alveologenesis and respiratory metrics. These data suggest that FGFR1 may be a potential therapeutic target for BPD.

In summary, the present study shows that hyperoxia upregulates the expression of FGFR1 and FGFR1 signaling pathways in lung ECs of neonatal mice. Deletion of endothelial *Fgfr1* can protect lung from hyperoxia-induced lung injury in neonatal mice, which may be attributed to the regulation of FGFR1 on gCap cells and aCap cells. The results of the present research suggest that FGFR1 is a potential therapeutic target for BPD, which has considerable clinical value.

## Data Availability

All sequencing data, including raw fastq sequencing files, gene expression matrices, and associated metadata generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database under accession number GSE217489 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc?GSE217489). Further inquiries can be directed to the corresponding author.

# Supplementary material for: Deficiency of endothelial FGFR1 alleviates hyperoxia-induced bronchopulmonary dysplasia in neonatal mice
**Source:** Front Pharmacol. 2022 Nov 18;13:1039103. doi: 10.3389/fphar.2022.1039103
**Supplement:** Supplementary file 1

**
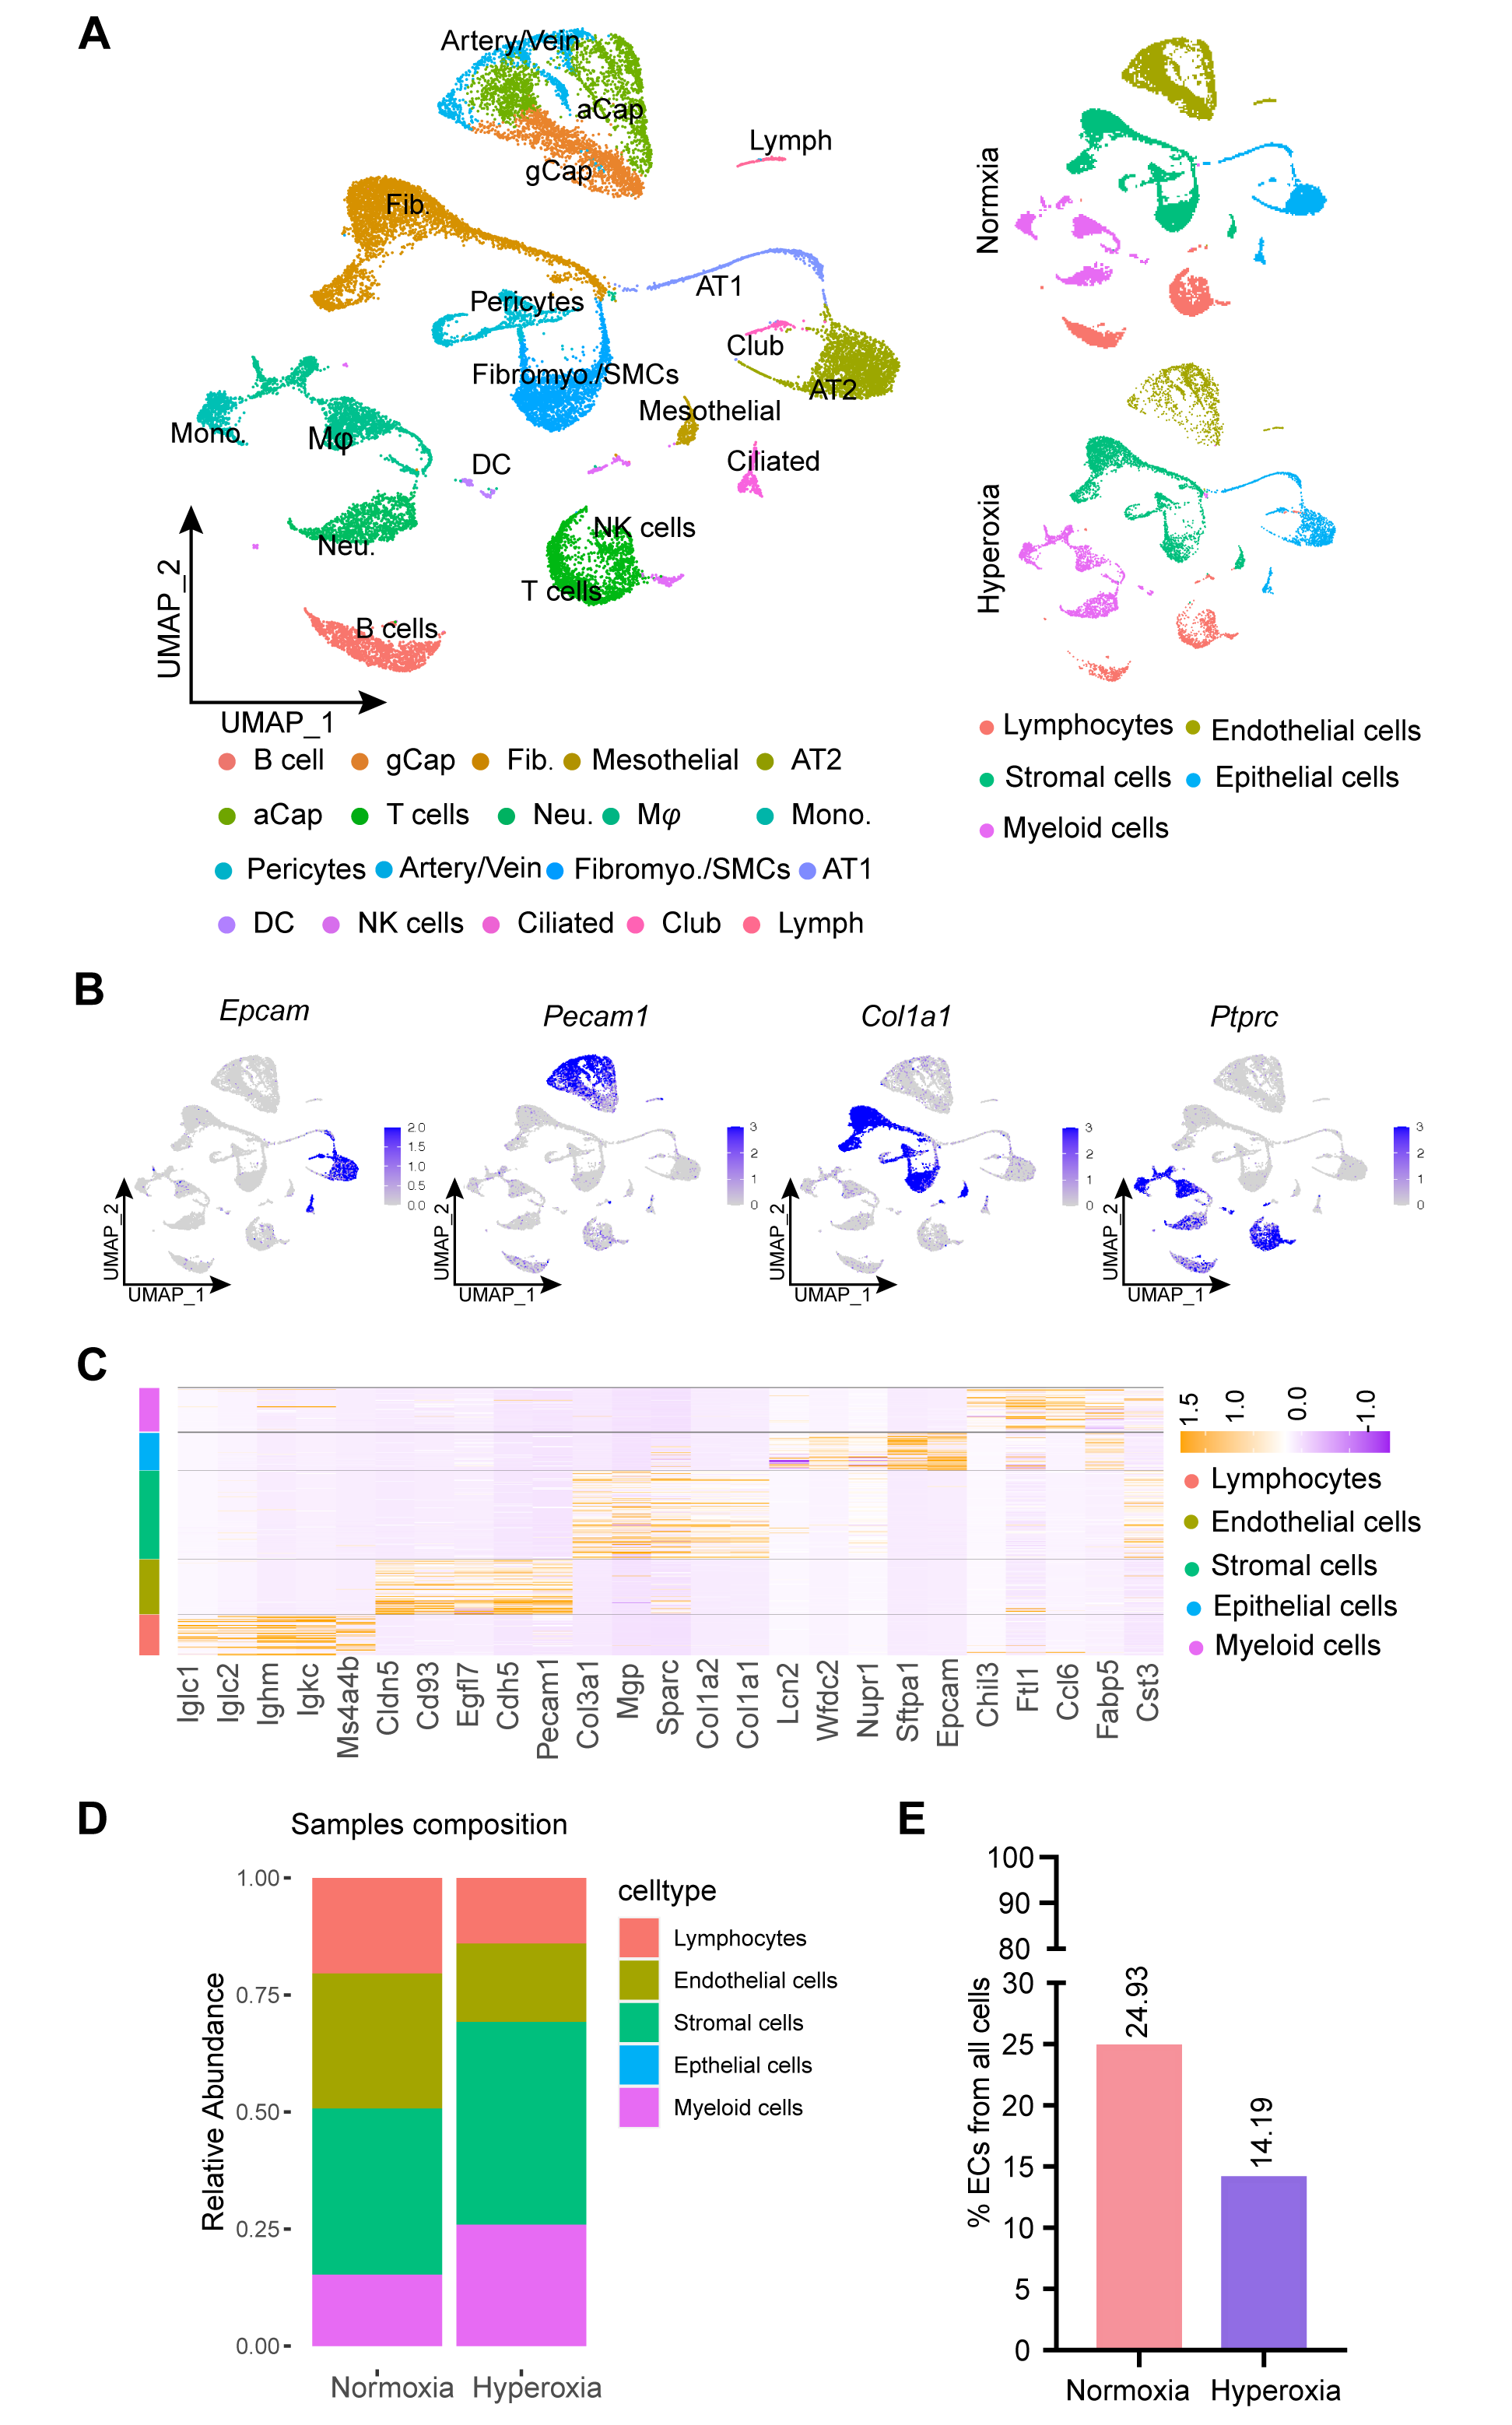
**

**Figure s1. Hyperoxia decreased the frequency of endothelial cells.**

(**A**) UMAP plot of all scRNA-seq data analyzing from the raw data published by Thébaud et al. showing a total of 20 distinct cell types corresponding to 5 major cell groups. Cell populations are colored as indicated by the legend.

(**B**) Feature plots showing the expression of principal identifiers of epithelial cells, endothelial cells, stromal cells and immune cells populations.

(**C**) Heatmap of the top differentially expressed genes across 5 major cell types. The intensity of expression is indicated as specified by the color legend.

(**D**) Cellular compositions are colored as indicated by the legend in normal and hyperoxia-impaired lungs.

(**E**) The relative proportion of endothelial cells from all cells in normal and hyperoxia-impaired lungs.

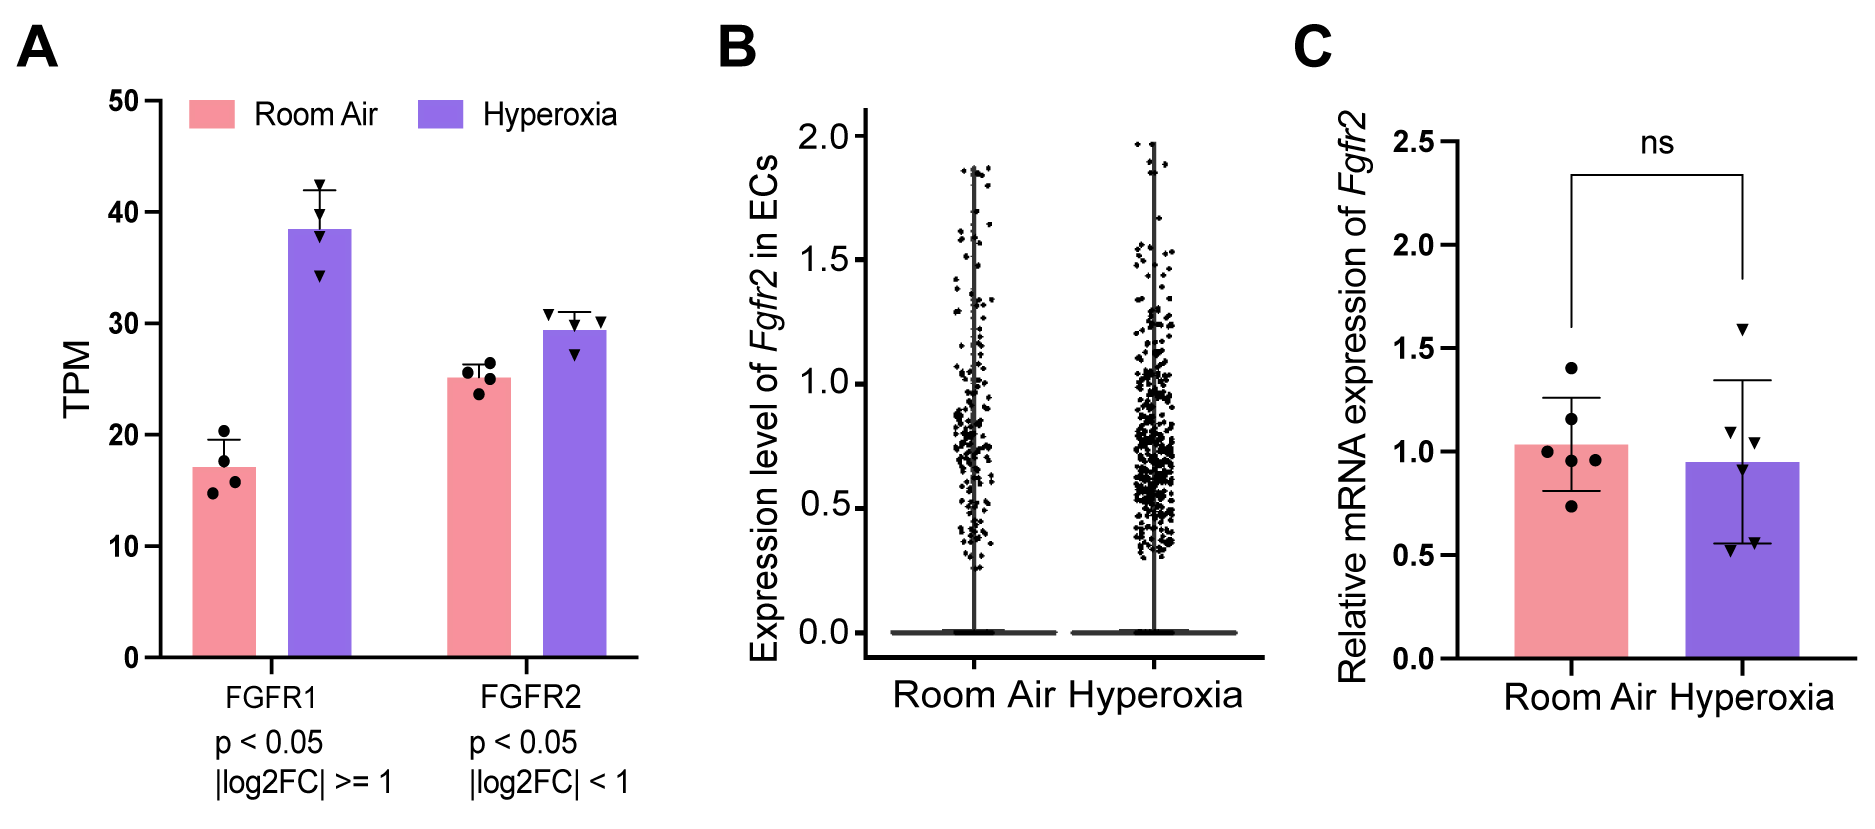

**Figure s2. There was not significant difference in the expression of endothelial *Fgfr2* between hyperoxic lung and normoxic lung.**

**(A)** RNA-seq analysis of DEGs and TPM value of *Fgfr1* and *Fgfr2* . The analysis of DEGs showed hyperoxia increased the expression of endothelial *Fgfr1* significantly, but have no significant effect on endothelial *Fgfr2* expression. Genes with p value < 0.05, |log2FoldChange| >= 1 were identified as significant DEGs.

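In the scRNA-seq libraries, at least 1 UMI of *Fgfr2* was found in 169 of the ECs in room air, or 16.3% (95% interval 14.1 to 18.7), and in 396 of those in hyperoxia, or 15.1% (13.8 to 16.6). With every EC thinned to 2000 UMIs, 48 of 893 ECs in room air, or 5.38% (3.99 to 7.06), and 105 of 2212 in hyperoxia, or 4.75% (3.90 to 5.72), were positive, after 143 and 405 shallower ECs were left out. The ECs had medians of 7220 and 8051 UMIs before thinning. In B-like cells, with medians of 4507.5 and 2917.5 UMIs, 0.721% and 0.586% of cells had an *Fgfr2* UMI, and at 2000 UMIs 0.265% and 0.417%. Both EC shares lay above this background. With only the ECs that had no UMI of 6 stromal genes, the difference between the *Fgfr2*+ shares changed sign, to 1.98 percentage points (-2.34 to 5.96), and so it did with every EC thinned to 1000 UMIs, to 0.585 (-0.559 to 1.55). A difference was not detectable beyond counting error in any of these values.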

**(B)** Violin plot showing the expression pf *Fgfr2* in ECs.

**(C)** qPCR of *Fgfr2* expression in ECs of normoxic or hyperoxic lung. n = 6 per group. Data are shown as means ± SEMs. ^ns^no significant.

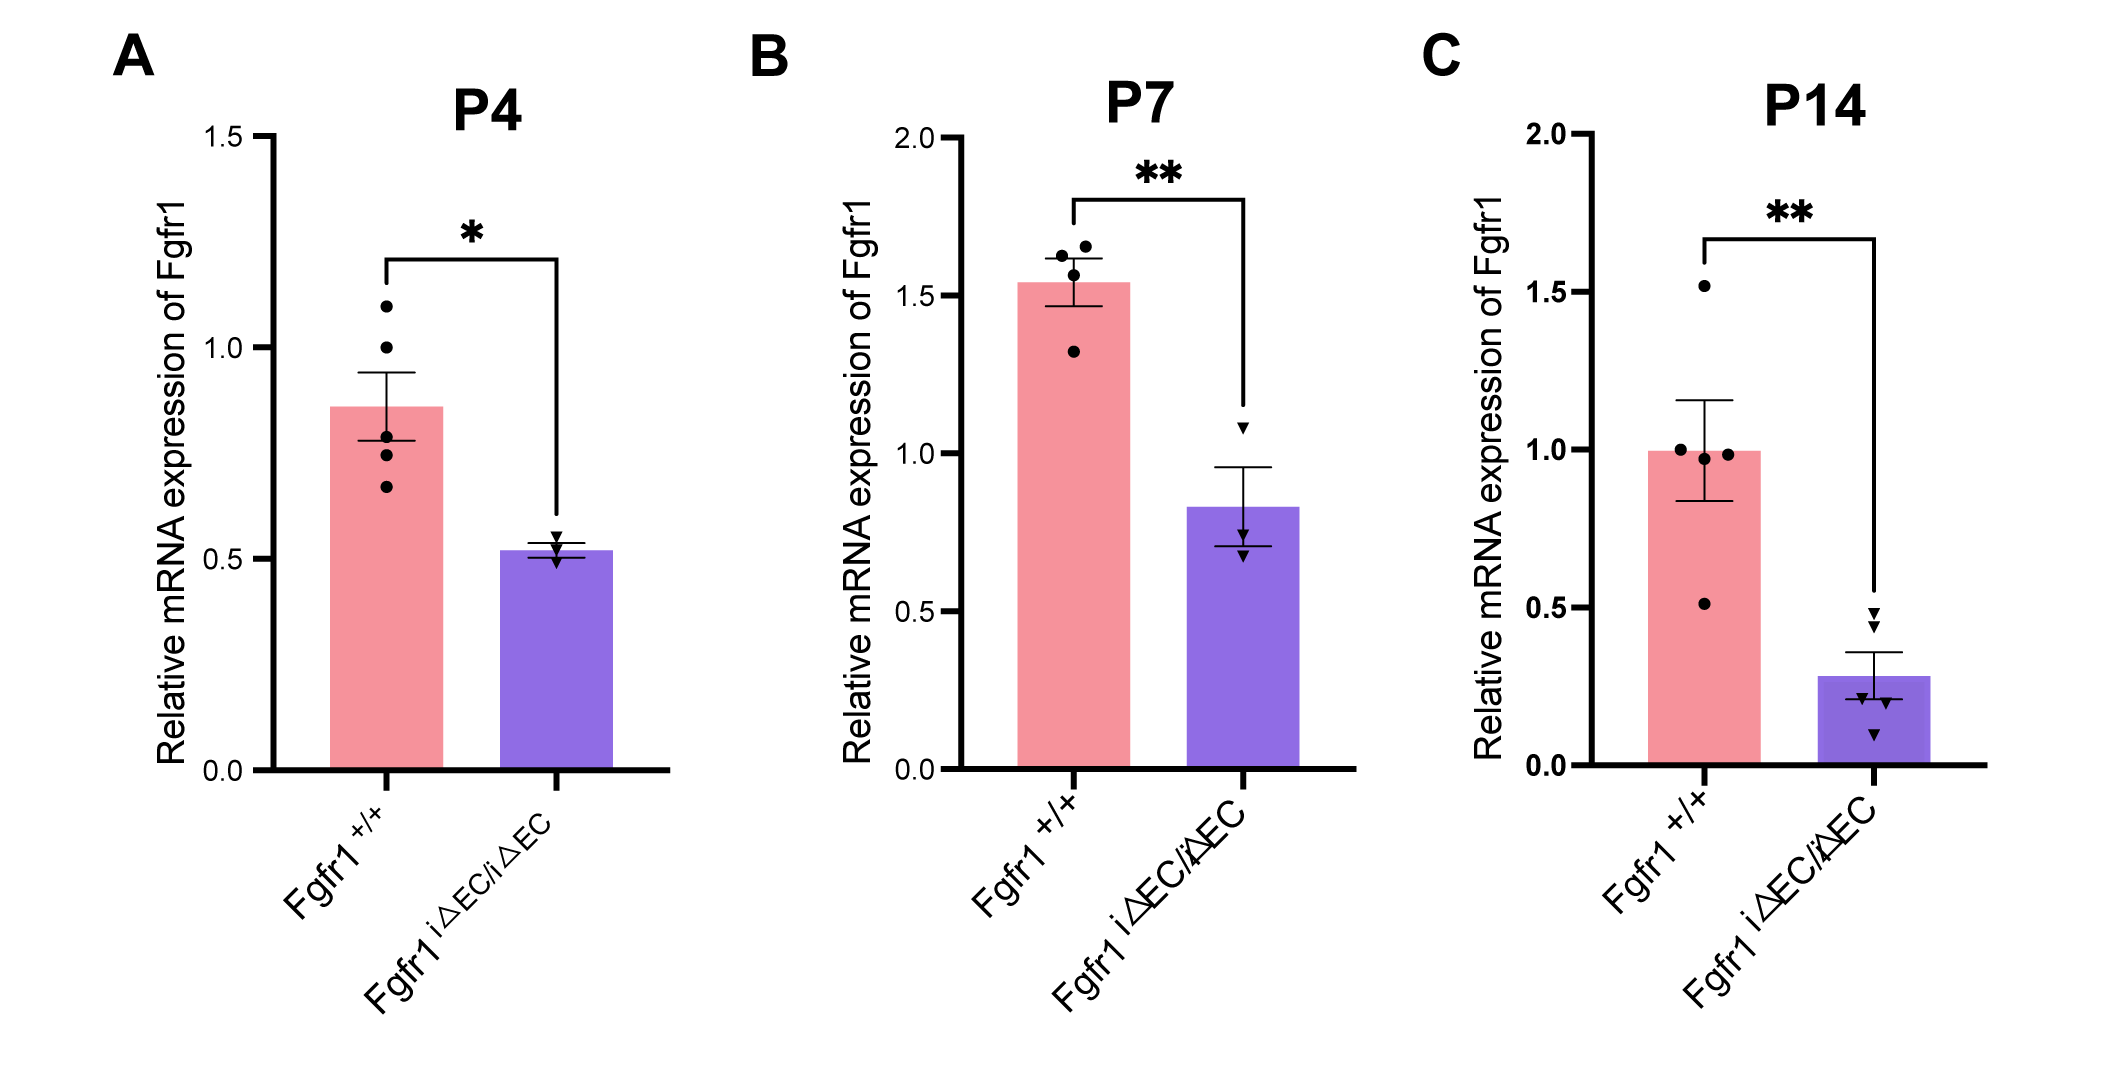

**Figure s3.** **RT-qPCR results demonstrated efficient knockout of *Fgfr1* expression in** **lung ECs of neonatal mice.**

**(A)** qPCR of *Fgfr1* expression in lung ECs from *Fgfr1* ^+/+^ and *Fgfr1*^iΔEC/iΔEC^ mice at P4.

**(B)** qPCR of *Fgfr1* expression in lung ECs from *Fgfr1* ^+/+^ and *Fgfr1*^iΔEC/iΔEC^ mice at P7.

**(C)** qPCR of *Fgfr1* expression in lung ECs from *Fgfr1* ^+/+^ and *Fgfr1*^iΔEC/iΔEC^ mice at P14.

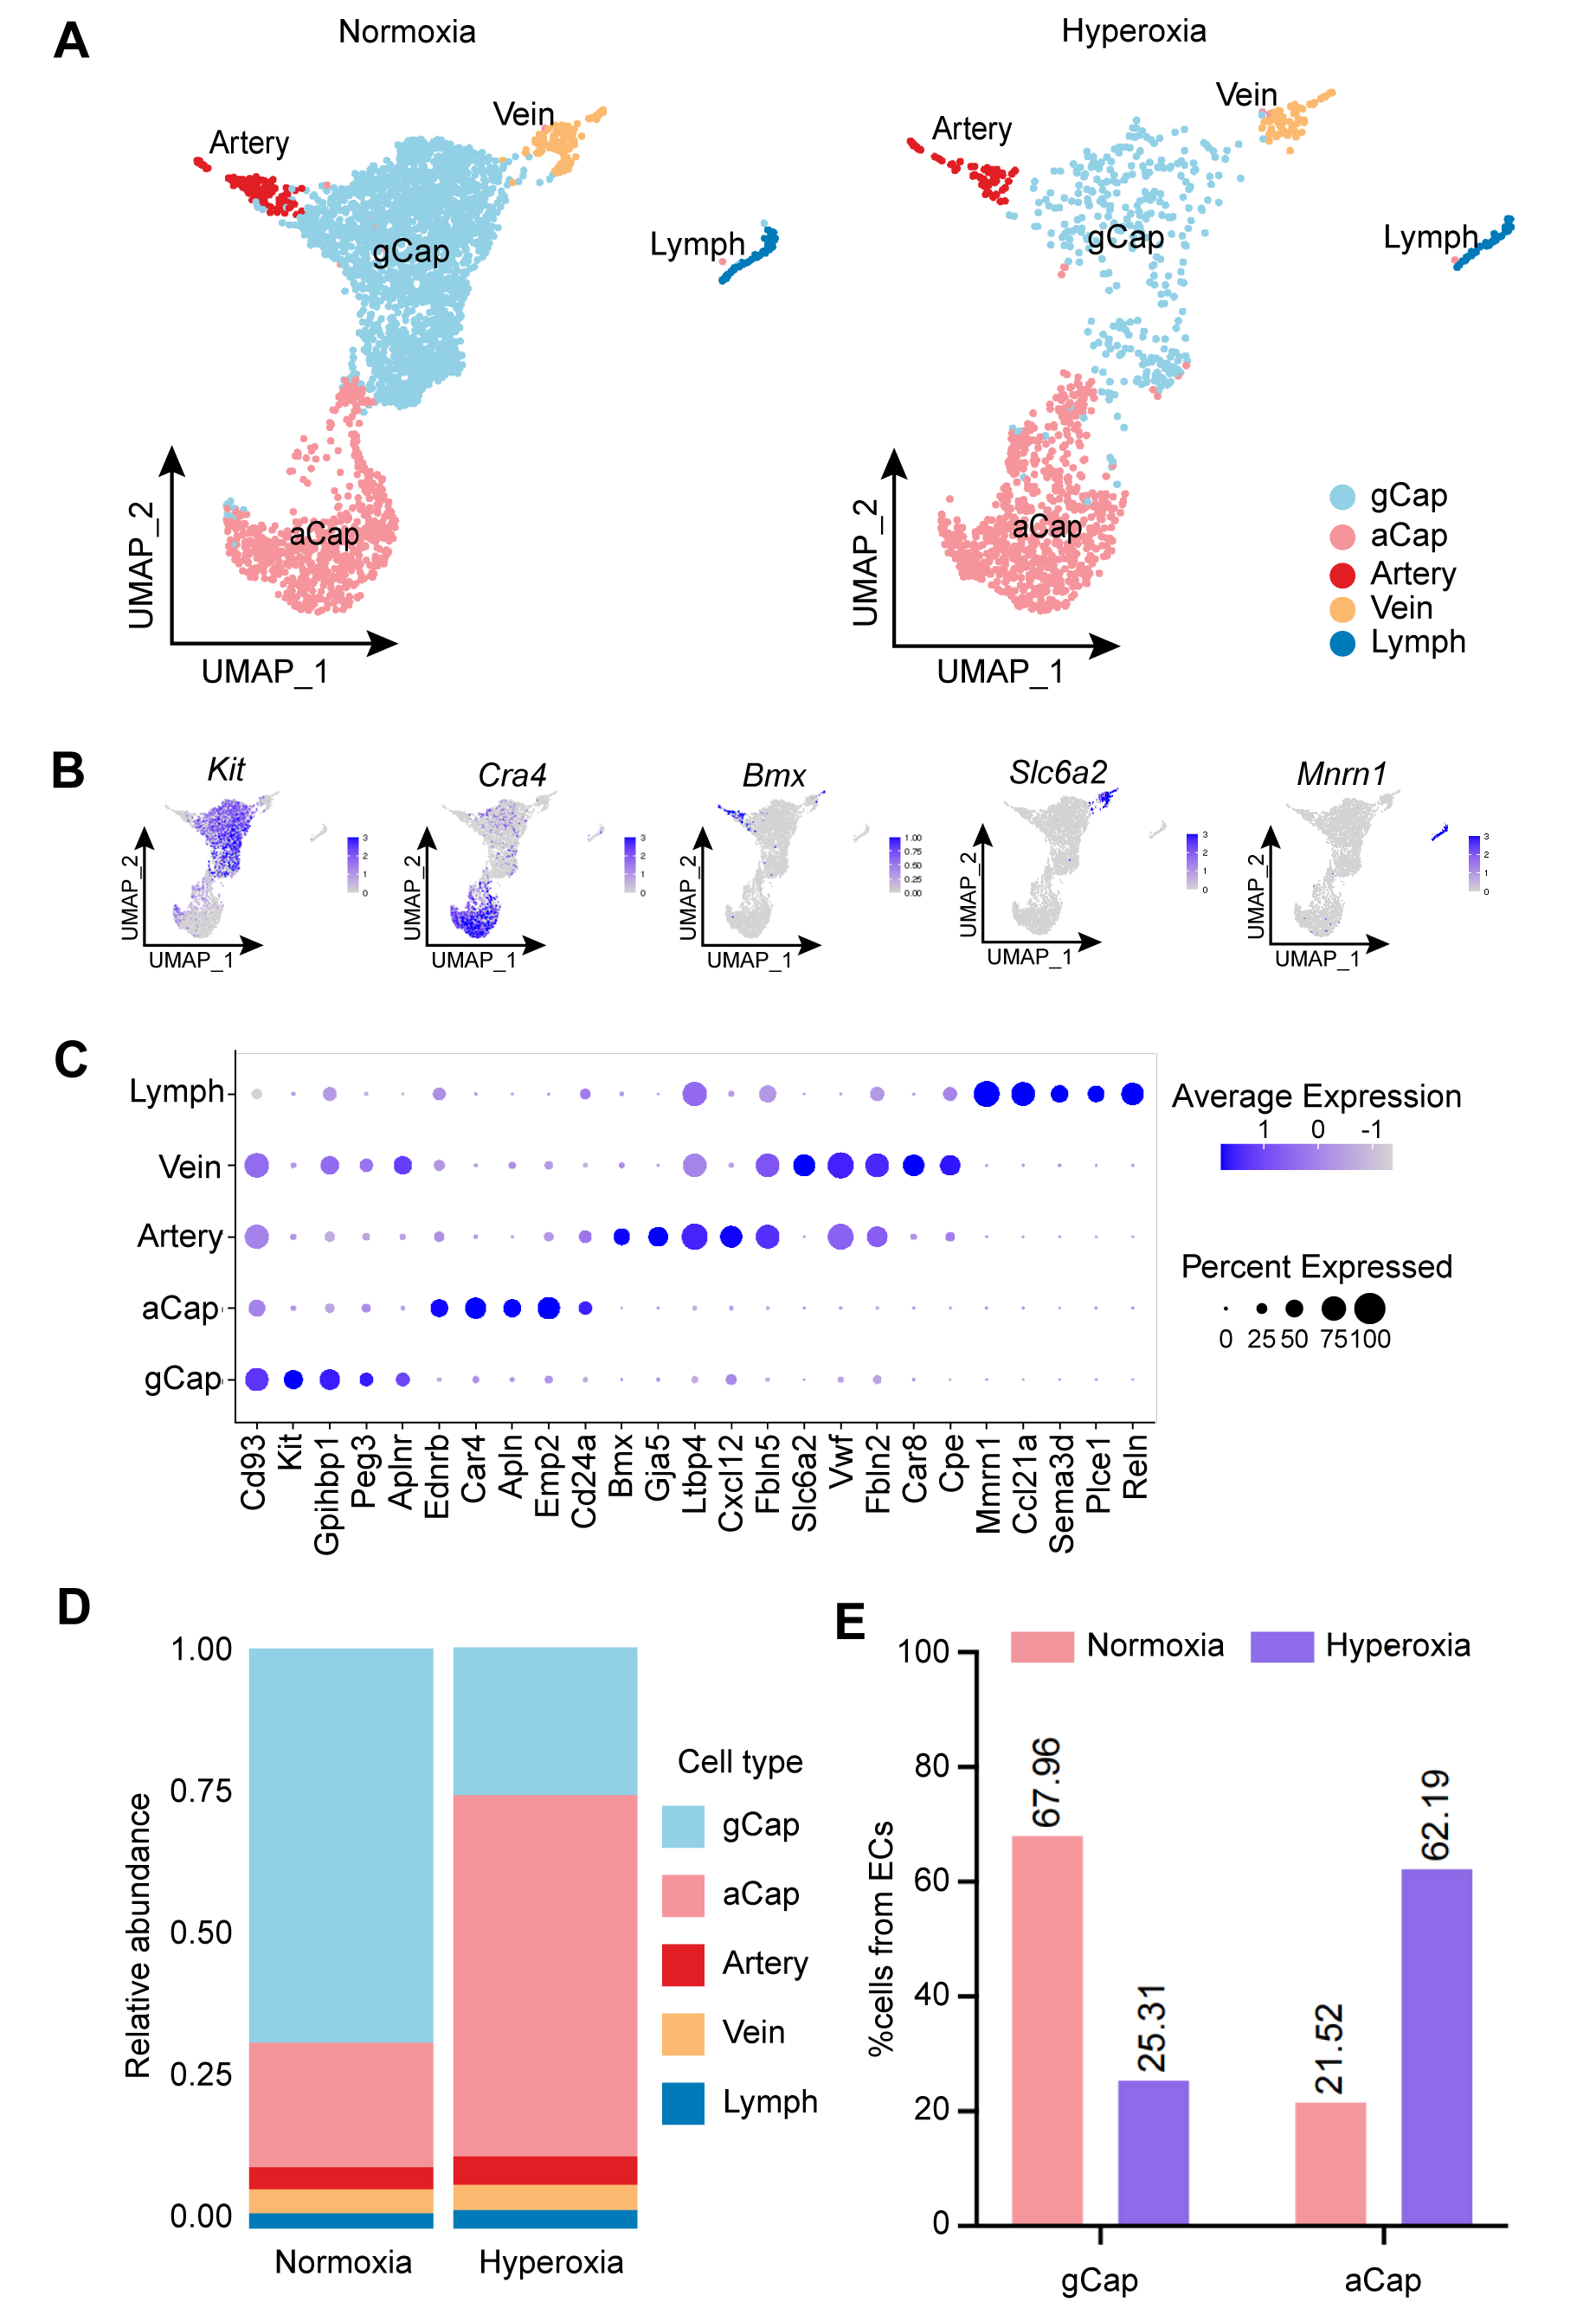

**Figure s4. Hyperoxia altered the relative proportion of gCap and aCap.**

(**A**) UMAP plot of scRNA-seq data analyzing from the raw data published by Thébaud et al. showing a total of 5 EC clusters identified. Cell populations are colored as indicated by the legend.

(**B**) Feature plots showing the expression of principal identifiers of general capillary endothelial cells (gCap), aerocyte capillary endothelial cells (aCap), arterial endothelial cells (Artery), venous endothelial cells (Vein) and lymphatic endothelial cells (Lymph).

(**C**) Heatmap of the top 5 differentially expressed genes across endothelial clusters. The intensity of expression is indicated as specified by the color legend.

(**D-E**) Alteration of the relative proportion of gCap cells and aCap cells in lungs form normxia and hyperoxia groups. The cellular compositions of ECs (D), colored as indicated by the legend. The relative proportion of gCap cells and aCap cells from ECs (E).

How the deposited data were processed for this re-analysis (not part of the article)

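The scRNA-seq data are 2 libraries of lung cells at postnatal day 14, 1 from room air (21% oxygen) and 1 from hyperoxia (80% oxygen), each from 8 pooled mice. The authors demultiplexed the reads, counted UMIs with Cell Ranger against the mm10 transcriptome and deposited the raw counts per gene and barcode for the barcodes called as cells. No normalization had been applied to the counts, which were whole numbers of at least 1, with at least 500 UMIs per barcode. The matrix headers name software version 3.1.0. The paper's text names Seurat for clustering but no limits for cells, no doublet step and no integration of the libraries. The reanalysed data of Thébaud, the RNA-seq of isolated ECs and the other experiments were not analysed here.

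Counts of both libraries (27998 genes, 151528824 UMIs) were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Doublets were simulated by adding the counts of random pairs of cells, 2 for each cell, and each cell was ranked by how many simulated doublets were among its nearest neighbours, as in Scrublet. In each library the cells with the highest ranks were removed up to the expected share, 0.8% per 1000 barcodes, which is 3.39% in room air and 10.6% in hyperoxia. Counts were scaled to 10000 per cell and log-transformed, and the 2000 most variable genes were reduced to 30 principal components. A graph of shared neighbours among 20 nearest neighbours (scikit-learn 1.9.0, igraph 0.11.9) was clustered with the Leiden algorithm (leidenalg 0.10.2) at resolution 1. Mitochondrial, sex-linked and the 8 reported genes did not enter the clustering. The ECs were clustered again in the same way. The random seed was 1.

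Clusters took the name of the lineage, cell type or EC subpopulation with the highest marker score. A marker counted as raised when at least 5% of the cells of a cluster had it and its log2 CPM lay at least 0.5 above the mean of the other clusters. The score was the share of the markers raised times the mean difference, of the 4 largest for lineages. A cluster stayed unnamed with fewer than 3 raised markers, when its 10 leading genes held more markers of another class than of its own, or when its UMIs were low and none of these genes was its own marker. An EC cluster also stayed unnamed when at least 2 leading genes belonged to another lineage or to the cell cycle. The markers were fixed before the data were examined. The rule was not, since it is the last of 4 versions, each changed after the clusters and their names had been seen and with the values of the paper's figures known. Since the second change the check of the leading genes also counts the markers of Fig. 5C as a cluster's own, and these include 6 of the 8 reported genes, but all 16 EC clusters kept their names when these markers were left out of the check, which was tried after the names had been seen. The first version compared each cluster with all other cells and required larger differences, and the second took the leading genes by their difference from the mean of the other clusters, where later versions compare with the cells of clusters of another class. The second also scored EC subpopulations by the 4 largest differences, had no check for genes of other lineages and did not count the markers of Fig. 5C. Which of these changes altered the names between the second and the third version was not tested, apart from the markers of Fig. 5C as given above. The third allowed cycling clusters a name.

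Expression was the sum of the UMIs of a gene over the cells of a group, as CPM. Shares have exact 95% Clopper-Pearson intervals, CPM exact Poisson intervals, ratios exact conditional intervals, and differences of shares intervals built from those of both shares. All of them cover counting error only, and with 1 library per group no test was made and no number of changed genes is given. A cell was positive with at least 1 UMI. Positive shares were repeated after thinning each cell without replacement to 2000 UMIs, with shallower cells left out. B-like cells served as the background for free RNA. A count of 0 was read as allowing up to 3 counts. The depth was a median of 8074 UMIs per cell kept in room air and 7221 in hyperoxia. The 1036 ECs of room air set the precision, so that a share of 11.9% has an interval from 9.97 to 14.0%.

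Named genes were, by a rule set before the data were examined, the genes the paper names for these data, the members of the gene lists, and the 5 genes with the largest and the 5 with the smallest ratio in ECs. These 10 had a mean CPM of at least 50 and, in the library where they were higher, at least the CPM of each of the 4 other lineages, and 1794 genes could be named. The lists, also set before, were 60 angiogenesis genes, 14 p53 targets, 14 FGF/ERK feedback targets, 12 genes of the response to tissue dissociation, 11 cell cycle genes, and *Xist* with 4 Y-linked genes for the sex of the mice. For each list but the last, the median log2 ratio (for angiogenesis the median absolute log2 ratio) of the members with a mean CPM of at least 10 was ranked among 10000 random lists matched on expression in 20 bins, with 1 added to each CPM. This rank describes these libraries and is no test. Gene identifiers are those of the files, and coordinates are from GENCODE release 21 for the mouse (GRCm38).

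There were 17 alternatives set before the data were examined, on doublets, cell limits, clustering, naming, scaling, depth, positive cells, stromal UMIs and the background of the angiogenesis list, and 4 added afterwards. TMM factors from edgeR 4.0.16 in R 4.3.3, 1.02 for the ECs of room air and 0.977 for those of hyperoxia, served only as another scaling. Figures were drawn with matplotlib 3.10.9.

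The steps were tested on simulated data first. For counts drawn from the ECs with 200 of 8480 genes changed, 95.6% of the intervals of the ratio held the true ratio. For 100% of the changed genes the interval lay on the right side of 1. Each count was drawn as a Poisson sum per gene, which is the model of the intervals. This result therefore shows the steps only, and not how the intervals hold for UMIs that vary between cells. A list of 14 raised genes reached percentile 100, and 20 of 20 unchanged lists lay in the middle 95%. With simulated ECs of 60% gCap and 20% aCap in room air and 35% and 45% in hyperoxia, clusters gave 60.8% and 20% and 36.2% and 45%, and 98.9% of the cells had the right name. These cells were drawn from profiles picked with the same markers, so the test shows the steps and not the markers. Of 100 simulated doublets 68% were removed, with 0.905% of the single cells. Cells of a lower and a higher depth with the same expression had positive shares of 21.9% and 43.3% before thinning and 9.23% and 8.37% after.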

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

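For *Glycam1*, the tests of free RNA and of lymphoid tissue were chosen only after its values had been seen; the tests on the p53 targets were set before.

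The p53 targets, which the paper does not discuss, stood out as a signal in these libraries that it did not analyse. In the ECs, 13 of the 14 listed genes had a mean CPM of at least 10, and their median log2 ratio of hyperoxia over room air was 1.44, above all 10000 matched random lists, of which 95% lay between -0.24 and 0.24. Of these 13 genes, 12 were higher in hyperoxia. *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) went from 177 to 1243 CPM, a ratio of 7.01 (6.65 to 7.40), *Gdf15* had a ratio of 16.4 (12.2 to 22.6), *Eda2r* 14.3 (8.47 to 26.4) and *Mdm2* 1.37 (1.24 to 1.53), while *Plk2* was lower, at 0.804 (0.775 to 0.834). The median was 1.52 in gCap-like ECs and 1.14 in aCap-like ECs, which argues against the shift between these subpopulations as the whole source. A stress of tissue dissociation in 1 library would have raised the 12 genes of the dissociation response. Their median in ECs was 0.27, with 11 genes higher, at percentile 95.8 of their random lists, which is within the middle 95% but close to its limit, and in aCap-like ECs alone they lay at percentile 97.8. In epithelial-like cells, where the p53 targets had a median of 1.30, the dissociation genes had a median of -1.48 at percentile 0, the opposite direction. They lay at percentile 99.99 in stromal-like cells, 99.97 in lymphocyte-like cells and 4.31 in myeloid-like cells. These values argue against dissociation as the source of the p53 signal in all lineages. The p53 targets lay at percentile 99.9 or above in each of the 4 other lineages, with medians of 1.45 in stromal-like, 0.57 in myeloid-like and 0.38 in lymphocyte-like cells besides the epithelial-like value. A p53 response to hyperoxia may explain the values, and so may a difference between the libraries that acts on every lineage. With 1 library per group these were not separated, and the pattern is not called biological.

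*Glycam1* (ENSMUSG00000022491, chromosome 15, 103562759 to 103565081), which the paper does not report, had no UMI in the ECs of room air and 4182 UMIs, or 198 CPM, in those of hyperoxia. Against a floor of 3 counts, or 0.365 CPM in room air, the value in hyperoxia was at least 542-fold higher, and the exact conditional interval of the ratio starts lower, at 441. Both treat the UMIs as independent, although they come from very few cells. A UMI of *Glycam1* was found in 16 of the 2617 ECs, 1 EC held 2736 of the UMIs, or 65.4%, and 88.7% of the UMIs lay in a vein-like cluster of 2 room air and 24 hyperoxia cells, of which 3 had a UMI. The first test of free RNA, which looked at the share of the UMIs in 1 cluster, had left this explanation open. With the UMIs spread over the ECs by depth, 1803 ECs would have had one, so the 16 found argue against free RNA. Lymphoid tissue taken along with 1 pool of lungs could bring such cells, and the lymphocyte-like share of all cells was 5.10 percentage points higher in hyperoxia. Where these lymphocytes came from is not known, so lymphoid tissue and a change within the lung cannot be told apart. With only 2 cells of this cluster in room air, the sampling of a rare cell also stays open.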

How the results depend on the processing

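Of the settings below, the 4 added ones (the 3 earlier naming rules, and at least 200 genes with no doublet removal) were chosen only after the results had been seen, and the other 17 before the data were examined. No paired analysis was possible because each group had a single library with the same replicate number and the results come from no test.

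The lower EC share in hyperoxia kept its direction in 12 of 12 alternatives, from -4.52 to -2.86 percentage points. The log2 ratio of *Fgfr1* in ECs was above 0 in 16 of 16, from 0.87 to 1.20, and the *Fgfr1*+ share of ECs was higher in hyperoxia in 16 of 16, from 2.54 to 12.9 percentage points. The aCap-like share of ECs was higher in hyperoxia in 13 of 13, from 22.7 to 32.1 percentage points. *Gpihbp1*, *Aplnr* and *Kit* were lower and *Apln* and *Car4* higher in 15 of 15. The log2 ratio of *Fgfr1* in gCap-like ECs was above 0 in all of the 13 alternatives set before, from 0.44 to 0.64, and in aCap-like ECs it ran from -0.11 to 0.33 over 17 alternatives, within its counting interval in each. For the results that changed, listed next, the cause was not tested, except that thinning and the limit of 2 UMIs lower any positive share by construction.

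The gCap-like share of ECs depended most on clustering and names. Its difference between hyperoxia and room air, -28.4 percentage points in the values reported, was -7.27 with each library clustered on its own, -7.43 with each cell named by its own highest marker score and -24.7 at clustering resolution 2. Under the naming rule used first it reversed, to 27.5 percentage points (0.663% in room air, 28.2% in hyperoxia), with 74.0% and 22.1% of the ECs unnamed. Under the rule used second it was -51.9 (52.5% and 0.611%), with 10.3% and 34.5% unnamed, and under the third it was as reported, with 8.40% and 7.34% unnamed against 12.5% and 10.4% under the final rule. The rules were changed because the first left clusters of low UMIs and most room air ECs unnamed and the second left a large gCap-like cluster of hyperoxia unnamed. The final rule counts the markers of Fig. 5C, with 6 reported genes among them, in its check of leading genes, and all 16 EC clusters kept their names without them. The final values are not independent of the changes of the rule, which were made with the values of the paper's figures known.

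Under the first rule the aCap-like difference was 22.7 percentage points, the log2 ratio of *Gpihbp1* was -1.24, that of *Fgfr1* in gCap-like ECs -1.39, the gCap-like share of *Fgfr1*+ ECs reversed to 10.3 percentage points, the *Fgfr1*+ share of gCap-like ECs moved to -22.7 and the angiogenesis list lay at percentile 92.4. Under the second rule the gCap-like share of *Fgfr1*+ ECs moved to -31.4. With each library clustered on its own, the aCap-like difference was 32.1, that of the *Fgfr1*+ share of aCap-like ECs -7.84, and the angiogenesis percentile 76.9. With each cell named on its own, the aCap-like difference was 24.2, that of the gCap-like share of *Fgfr1*+ ECs -10.2 and the angiogenesis percentile 91.6.

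Without doublet removal, the aCap-like difference was 23.4 percentage points and the angiogenesis percentile 89.1. With double the expected share removed, the log2 ratios were -1.11 for *Gpihbp1*, -1.88 for *Aplnr*, -1.50 for *Kit*, 0.20 for *Ednrb*, 1.29 for *Apln* and 1.07 for *Car4*, and the percentile was 77.2. As the mean over single cells, the log2 ratios were -1.94 for *Aplnr*, 0.20 for *Ednrb* and 0.97 for *Car4*, and the percentile was 98.2. With edgeR's TMM factors they were -1.12 for *Gpihbp1* and 0.88 for *Car4*, and the percentile was 64.5.

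The angiogenesis percentile, 90.7 as reported, was also 84.2 when starting from all 17457 deposited barcodes, of which 15931 were kept. It was 88.5 with at least 1000 genes and at most 10% mitochondrial UMIs, 89.3 at resolution 0.5 and 88.5 at resolution 2. Without mitochondrial, ribosomal protein and haemoglobin genes it was 93.3, and with at least 200 genes and no doublet removal 94.5. With the list and its random lists both limited to genes with a mean CPM of at least 50 it was 45.6. Whether the list stands apart from random lists therefore depends on the setting.

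With every cell thinned to 2000 UMIs, the difference in the *Fgfr1*+ share of ECs was 4.87 percentage points and that in the aCap-like share of *Fgfr1*+ ECs 7.07. At 1000 UMIs these were 2.54 and 1.98, and the gCap-like share of *Fgfr1*+ ECs reversed, to 0.483, with few positive cells. With at least 2 UMIs for a positive cell, the 3 differences were 3.94 for the *Fgfr1*+ share, -6.63 for the gCap-like share and 14.3 for the aCap-like share of *Fgfr1*+ ECs. With only the ECs without a UMI of the 6 stromal genes, the log2 ratio of *Fgfr2* was 0.16, the difference in the *Fgfr2*+ share 1.98, that in the aCap-like share of *Fgfr1*+ ECs 36.7 and that in the *Fgfr1*+ share of aCap-like ECs 10.1. The number of cells limits these last values, since 62.2% of the ECs in room air were left out. The aCap-like values rest on fewer than the 151 aCap-like ECs found in room air.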

Differences from the paper's values

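The setting with at least 200 genes and no doublet removal and the 3 earlier naming rules were chosen only after the values had been seen; the other settings were set before.

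The aCap-like share of ECs in room air was 14.6% here, against the paper's value of about 29% in Fig. 5D, read by eye. None of the alternatives set before the data were examined closed the gap, with shares from 12.4% without doublet removal to 15.3% with each cell named by its own highest marker score. The alternatives chosen after seeing the values did not close it either, and the highest of them was 18.7% with at least 200 genes and no doublet removal. The names of the clusters were rebuilt here and are not those of the paper.

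The paper states a number of 17320 cells. Here 14178 cells were kept, and the setting of at least 200 genes and no doublet removal, chosen after seeing the number of barcodes, kept 17320.

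The paper states that *Ednrb* was higher in hyperoxia (Fig. 5E). Here its log2 ratio in ECs, over the summed UMIs, was -0.00 (-0.07 to 0.07). Fig. 5E is a violin plot, which shows single cells, so the measures are unlike. As the mean over single cells, a measure closer to that plot, the log2 ratio was 0.20, the direction the paper states. It was also 0.20 with double the expected share of doublets removed. Both settings were set before the data were examined. In the other 13 alternatives run it lay between -0.06 and 0.07, within counting error.

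The paper states that the rise of *Fgfr1* lay mainly in aCap cells and not in gCap cells (Fig. 5G). Here the log2 ratio was 0.13 (-0.21 to 0.49) in aCap-like ECs and 0.47 (-0.05 to 1.01) in gCap-like ECs. In CPM, *Fgfr1* went from 60.3 to 66.0 in aCap-like ECs and from 9.25 to 12.8 in gCap-like ECs. The step in CPM was thus larger in aCap-like ECs, the direction the paper states, but the counting intervals of the libraries overlapped in each subpopulation. As the mean over single cells, the aCap-like value fell from 71.3 to 65.9 CPM and the gCap-like value rose from 9.06 to 12.7 CPM. In none of the alternatives set before the data were examined was the log2 ratio larger in aCap-like than in gCap-like ECs. B-like cells, the background for free RNA, had 2.24 CPM of *Fgfr1* in room air and 4.35 CPM in hyperoxia. The gCap-like values lay nearer this background, so free RNA can weigh more in their log2 ratio, and the CPM were not corrected for it. A larger rise in gCap-like ECs is therefore not claimed. It was larger under the naming rule used first, with 0.15 against -1.39, a setting chosen after seeing the values that left 74.0% of the room air ECs unnamed.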

Other observations

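The tests of the sex of the mice, of the size of the fall in gCap-like ECs and of the S phase genes, the rank of the signed angiogenesis ratios and the values of *Fgfr3* were chosen only after the results had been seen; the other tests were set before.

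The *Fgfr1*+ share of ECs was 10.4 percentage points higher in hyperoxia. A difference in UMIs per EC does not change the CPM, whose ratio was 2.01 (1.71 to 2.38). At 2000 UMIs the difference in the share was 46.6% of the one as deposited, between the limits set in advance for this test, while the ratio of the shares went from 1.88 to 2.45, so depth is argued against by the CPM and not by the size of the thinned difference. Free *Fgfr1* RNA would raise the share in B-like cells as well, which changed by -0.31 percentage points (-1.99 to 0.712) at 2000 UMIs, 0.262 (-1.42 to 1.39) as deposited and 0.442 (-0.494 to 0.960) at 1000 UMIs. The upper limit was below the lower limit for ECs at each depth, 3.08, 7.79 and 1.21, which argues against free RNA as the whole source. A smaller part is not excluded, since *Fgfr1* in B-like cells went from 2.24 to 4.35 CPM, a ratio of 1.95 (0.709 to 6.63). Doublets with stromal cells would lose the difference among ECs without a UMI of the 6 stromal genes, where it was 10.3 percentage points, although 62.2% of the ECs in room air and 66.0% in hyperoxia carried such a UMI and were left out. The shift between subpopulations alone would leave no rise with the makeup of room air and the rates of hyperoxia. The share was then 15.4%, closer to room air than to hyperoxia and between the outcomes stated in advance, and 3.50 percentage points (1.13 to 5.85, from 10000 binomial draws) of the rise remained, or 33.5% of it. With each library clustered on its own 65.4% remained, and with each cell named on its own 56.0%. How much of the rise goes with the makeup therefore depends on the names, and a difference between the libraries other than oxygen stays open.

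The aCap-like share of ECs was higher in hyperoxia also where the libraries could not cluster apart, by 24.2 percentage points or more with each library on its own and with each cell named on its own, which argues against the names as its whole source. More doublets in the larger library would make the difference smaller as more are removed. It was 23.4 percentage points without removal, 28.5 as reported and 31.0 with double the share removed, the opposite order, although the first value lies outside the counting interval of the reported one. The size of the fall in gCap-like ECs is another matter. It was -28.4 percentage points when the libraries were clustered together and -7.27 with each library on its own. The gCap-like share of room air ECs was then 44.7% instead of 62.6%, with 12.6% aCap-like and 16.7% unnamed. More room air ECs therefore took artery-like, vein-like or lymph-like names. With each cell named on its own, the 3 room air values were 35.3%, 15.3% and 0.507%. Clusters split by library remain a candidate explanation for the size, but so do these other names, and the values do not tell them apart.

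The 14 FGF/ERK feedback targets were listed to see whether FGF receptor signalling rose along with *Fgfr1*. Their median log2 ratio in ECs was -0.01 for 11 genes, at percentile 46.4 of the random lists. Of the 11 genes 5 were higher in hyperoxia, with the largest ratio, 2.77, for *Ccnd1*. The others were lower, with ratios of 0.364 for *Dusp5* and 0.440 for *Spry2*. The list showed no common rise, and with members going both ways it decides nothing on signalling. In gCap-like and aCap-like ECs it lay at percentiles 6.54 and 7.84, with 3 of 10 and 4 of 11 genes higher.

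The cell cycle genes had a median log2 ratio of -2.29 in ECs over 10 genes, below all 10000 random lists, in line with fewer dividing ECs in hyperoxia. The fall lay in genes of G2 and M phase, 7 of which had 387 CPM in room air and 48.9 CPM in hyperoxia together, a ratio of 0.126 (0.118 to 0.136). The 4 S phase genes had 152 and 158 CPM, a ratio of 1.04 (0.977 to 1.11). If all phases had fallen alike in the cluster of cycling ECs, this ratio would have been 0.732, so fewer ECs in every phase is argued against. That cluster held 4.05% (2.94 to 5.44) of the ECs in room air and 3.02% (2.40 to 3.75) in hyperoxia, and within it the G2 and M genes went from 5115 to 628 CPM and the S phase genes from 647 to 994 CPM. Cells that enter S phase and do not reach mitosis are a hypothesis found and tested on the same values. In stromal-like, epithelial-like, myeloid-like and lymphocyte-like cells the ratios of the G2 and M genes were 0.710, 0.168, 0.258 and 0.455, and those of the S phase genes 0.783, 0.755, 0.684 and 0.8001.

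Besides *Glycam1*, the genes with the largest ratios in ECs under the rule for named genes were *Hapln1* (ENSMUSG00000021613, chromosome 13, 89539796 to 89611652) at 8.52 (7.16 to 10.2), *Cdkn1a*, *Tinagl1* (ENSMUSG00000028776, chromosome 4, 130164454 to 130175122) at 6.55 (5.77 to 7.47) and *Timp3* (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506) at 5.40 (5.23 to 5.59). Those with the smallest were *Wif1* (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650) at 0.141 (0.123 to 0.162), *Iigp1* (ENSMUSG00000054072) at 0.234, *H2-Q6* (ENSMUSG00000073409) at 0.255, *Hbegf* (ENSMUSG00000024486) at 0.266 and *H2-Q7* (ENSMUSG00000060550) at 0.290. *H2-Q6* and *H2-Q7* are near-identical copies whose UMIs the counting could have split, and their values are uncertain. In room air *Hapln1*, *Cdkn1a* and *Timp3* had more CPM in aCap-like ECs, and *Tinagl1* and the 5 genes with the smallest ratios had more in gCap-like ECs, so that the makeup of the ECs enters all of these ratios. For each of these genes the direction was the same within both subpopulations. *Xist* was found in 16.2% of the cells in room air and 25.8% in hyperoxia, with a log2 ratio of 0.82, while *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* had log2 ratios of 0.38, 0.15, -0.05 and -0.07. Another share of female mice in the pools would not carry over to ECs with a Y-linked UMI and none of *Xist*, 575 in room air and 1416 in hyperoxia. There 10 of the 10 genes kept at least 50% of their log2 ratio. This argues against the sex of the mice as the source for the genes other than *Glycam1*. For *Glycam1* the test decides nothing, since it had no UMI in the ECs of room air and 1 EC held 65.4% of its UMIs.

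The signed log2 ratios of the angiogenesis list had a median of -0.09, at percentile 1.42 of the random lists, for which no explanation was tested. *Fgfr3* (ENSMUSG00000054252, chromosome 5, 33721674 to 33737068), outside the rule for named genes and not reported by the paper for these data, had 43.3 CPM (38.95 to 48.1) in the ECs of room air and 137 CPM (132 to 142) in those of hyperoxia, a ratio of 3.15 (2.82 to 3.53). In B-like cells it had 0.894 and 4.35 CPM and in stromal-like cells 44.3 and 81.8 CPM. *Fgfr4* had 0.487 and 0.758 CPM in ECs.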
